# FK506 and *Lactobacillus acidophilus* ameliorate acute graft-*versus*-host disease by modulating the T helper 17/regulatory T-cell balance

**DOI:** 10.1186/s12967-022-03303-z

**Published:** 2022-02-25

**Authors:** Jin-Ah Beak, Min-Jung Park, Se-Young Kim, JooYeon Jhun, Jin Seok Woo, Jeong Won Choi, Hyun Sik Na, Soon Kyu Lee, Jong Young Choi, Mi-La Cho

**Keywords:** *L. acidophilus*, FK506, Th17 cell, Regulatory T cell, Allogeneic response, GvHD, Liver transplantation

## Abstract

**Background:**

Graft-*versus*-host disease (GvHD) is a critical complication after allogeneic hematopoietic stem cell transplantation (HSCT). The immunosuppressants given to patients undergoing allogeneic HSCT disturb the microbiome and the host immune system, potentially leading to dysbiosis and inflammation, and may affect immune function and bone marrow transplantation. The intestinal microbiome is a target for the development of novel therapies for GvHD. *Lactobacillus* species are widely used supplements to induce production of antimicrobial and anti-inflammatory factors.

**Methods:**

We determined the effect of the combination of *Lactobacillus acidophilus* and FK506 on GvHD following major histocompatibility complex-mismatched bone marrow transplantation.

**Results:**

The combination treatment suppressed IFN-γ and IL-17-producing T cell differentiation, but increased Foxp3^+^Treg differentiation and IL-10 production. Also, the combination treatment and combination treated-induced Treg cells modulated the proliferation of murine alloreactive T cells in vitro. Additionally, the combination treatment upregulated Treg-related genes—*Nt5e*, *Foxp3*, *Ikzf2*, *Nrp1* and *Itgb8*—in murine CD4^+^-T cells. The combination treatment also alleviated GvHD clinically and histopathologically by controlling the effector T cell and Treg balance in vivo. Moreover, the combination treatment decreased Th17 differentiation significantly and significantly upregulated Foxp3 and IL-10 expression in peripheral blood mononuclear cells from healthy controls and liver transplantation (LT) patients.

**Conclusions:**

Therefore, the combination of *L*. *acidophilus* and FK506 is effective and safe for patients undergoing allogeneic hematopoietic stem cell transplantation.

## Background

Allogeneic hematopoietic stem cell transplantation (allo-HSCT) is a remedial treatment modality for most hematologic malignancies. Its main complication, graft-*versus*-host disease (GvHD) affects the skin, liver, and gastrointestinal tract. GvHD is mediated by donor T cells in the graft and leads to a high rate of transplantation-related mortality [1, 2].

Tacrolimus (also known as FK506), a calcineurin inhibitor, is an anti-T-cell agent that is among the most widely used immunosuppressants [3]. FK506 inhibits calcineurin phosphatase and calcium-dependent events by binding to FK506 binding protein 12 (FKBP12), thereby preventing the dephosphorylation of nuclear factor of activated T-cells (NFAT) family members responsible for transcription of the T-cell–activating cytokines interleukin-2 and -4 [4–7]. However, the use of FK506 is associated with nephrotoxicity and can lead to dysbiosis [8–10].

The altered intestinal microbiota of patients with GvHD is correlated with GvHD severity and pathogenesis [11–13]. Intestinal bacteria of the order *Clostridiales* are important mediators of intestinal homeostasis [14–16] and the loss of intestinal bacteria of the genus *Blautia*, a member of the order *Clostridiales*, is associated with an increased mortality rate from GvHD [17]. Therefore, controlling the intestinal microbiota composition may be useful for preventing and treating GvHD [18].

Supplementation of probiotics may benefit gut-related immunity [19]. In mice, *Lactobacillus rhamnosus* reduced histologic inflammation and decreased the mortality rate post-transplantation [20]. *Lactobacillus* species exert an anti-inflammatory effect in vitro, and elimination of *Lactobacillus* species prior to allo-HSCT correlates with increased GvHD severity [21, 22].

We hypothesized that treatment with the combination of *L*. *acidophilus* and FK506 would ameliorate inflammation and GvHD. We evaluated the effect of *L*. *acidophilus* plus FK506 on GvHD in vitro and in vivo*.*

## Methods

### Mice

C57BL/6 (B6, H-2 kb) and BALB/c (B/c, H-2k^d^) mice at 8–10 weeks of age were purchased from OrientBio (Sungnam, Korea). The Institutional Animal Care and Use Committee (IACUC) and Department of Laboratory Animal of the Catholic University of Korea (Songeui Campus) accredited the Korea Excellence Animal laboratory Facility from Korea Food and Drug Administration in 2017 and acquired full accreditation by AAALAC International in 2018. Animal procedures were performed in accordance with the Laboratory Animals Welfare Act, the Guide for the Care and Use of Laboratory Animals, and the Guidelines and Policies for Rodent Experiments of the IACUC of the School of Medicine of The Catholic University of Korea (Approval number: CUMC-2020-0177-01).

### Patients

For this study, Liver transplantation (LT) patients were prospectively enrolled from a single LT clinic at Seoul St. Mary’s Hospital. The inclusion criteria were: more than 18 years old, liver transplanted more than three years ago; with 0–1 HLA-A, -B, and –DR mild mismatched; a high level of liver function with no history of rejection. Eight patients are being treated with CNIs including cyclosporine and tacrolimus. This study was approved by the Institutional Review Board of the Catholic University of Korea (KC19OESI0617).

### Murine splenocyte and human peripheral blood mononuclear cell culture and stimulation in vitro

Spleens from B6 mice were homogenized and red blood cells were lysed with ACK lysis buffer (0.15 M NH_4_Cl, 10 mM KHCO_3_, and 0.1 mM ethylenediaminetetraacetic acid; pH 7.2–7.4). Splenocytes were filtered through a cell strainer, centrifuged at 1300 rpm at 4 °C for 5 min, and resuspended in Roswell Park Memorial Institute (RPMI) 1640 medium supplemented with 5% [v/v] heat-inactivated fetal bovine serum (FBS). Human peripheral blood mononuclear cells (PBMCs) were isolated from human blood samples. Human blood samples by adding phosphate-buffered saline (PBS) was placed onto a layer of 10 mL Ficoll Plaque Plus (GE Healthcare Life Sciences, Marlborough, MA, USA) and centrifuged at 2000 rpm at 20 °C for 30 min. After centrifugation, PBMCs were washed and maintained in RPMI 1640 medium containing 10% FBS. A single suspension was prepared, and 1 × 10^6^ cells/well in 24-well flat bottom plates were cultured in the presence of plate-bound 0.5 μg/mL anti-CD3. Next, the cells were treated with *L*. *acidophilus* LA1 (100 ug/mL) and FK506 (0.3 nM for splenocytes; 1.0 nM for PB.

MCs) for 3 days. *L. acidophilus* was made inactive by heating at 80 °C, 30 min.

### Murine T-cell isolation and conditioning of alloreactive T-cell responses

To purify mouse splenic CD4^+^-T cells and antigen-presenting cells (APCs), splenocytes were incubated with CD4-coated magnetic beads and isolated by magnetic-activated cell sorting (Miltenyi Biotec, Bergisch Gladbach, Germany). Splenic CD4^+^-T cells from B6 (or B/c) mice were used as stimulator cells in the context of allorecognition. APCs from B/c (or B6) mice were used as the responder cells. Aliquots of 2 × 10^5^ CD4^+^-T cells (responders) were cultured with 2 × 10^5^ irradiated (5000 cGy) stimulators in 96-well plates containing 200 μL/well of complete medium, followed by treatment with 100 ug/mL *L*. *acidophilus* and/or 0.3 nM FK506 (for splenocytes) at 37 °C in a humidified 5% (v/v) CO_2_/air atmosphere for 4 days. The cells were pulsed with 1 μCi of tritiated thymidine (3[H]-TdR) (NEN Life Science Products, Boston, MA, USA) 18 h before harvesting using an automated harvester (PHD Cell Harvester; Cambridge Technology, Cambridge, MA, USA), and enumerated using a β-counter (Packard TopCount NXT). Data are expressed as mean cpm values of triplicate samples ± SEM.

### In vitro co-culture systems

To determine the blocking ability of alloreactive T-cell responses by *L. acidophilus* and/or FK506-induced Treg cells, we sorted the induced Treg cells and co-cultured them in alloreactive condition. Anti-CD3-stimulated CD4^+^-T cells were cultured with *L. acidophilus*, FK506 and combination of *L. acidophilus* and FK506. Three days later, cells of each condition were immunostained with anti-CD4 and anti-CD25 (eBioscience) and the induced Treg cells were sorted using a FACS Aria Fusion (BD Biosciences). Responder cells (2 × 10^5^) and irradiated APCs (2 × 10^5^) were co-cultured with each induced Treg cells (5 × 10^3^; each induced Treg to responder cells ratio is 1:40) in 96-well plates for 4 days, pulsed with 1 μCi tritiated thymidine at 18 h before the end of the experiment, and counted using an automated harvester, and enumerated using a β-counter (Packard TopCount NXT). Data are expressed as mean cpm values of triplicate samples ± SEM.

### Mouse bone marrow transplantation and scoring

To induce GvHD, splenocytes (5 × 10^6^) and bone marrow cells (5 × 10^6^) were isolated from donor (B6) mice and transplanted into recipient (B/c) mice by intravenous injection after 690 cGy irradiation. After induction of GvHD, recipient mice were orally administered *L*. *acidophilus* (1.6 × 10^10^ CFU/kg) and/or FK506 (5 mg/kg) daily. Control GvHD mice received vehicle (saline) in the same manner. The experiments were performed in at least triplicate, with five mice per group. Survival after bone marrow transplantation (BMT) was monitored daily and GvHD severity was assessed twice weekly using a scoring system based on summing changes in weight loss, posture, activity, fur texture, and skin integrity. Clinical GvHD scores were assessed using a previously described scoring system [23].

### Flow cytometry

Murine splenic lymphocytes and PBMCs and human PBMCs were immunostained with fluorescently conjugated antibodies against CD4, CD8, CD25, IL-17, IFN-γ, Foxp3, and Fixable-dye (BD Biosciences, San Diego, CA, USA). Prior to intracellular staining, cells were stimulated for 4 h with phorbol myristate acetate (25 ng/mL) and ionomycin (250 ng/mL) (Sigma-Aldrich, St. Louis, MO, USA) and treated with Golgistop (BD Biosciences). Intracellular staining was performed using a Cytofix/Cytoperm Plus Fixation/Permeabilization Kit and Golgistop Kit (BD Biosciences). The transcription factor Foxp3 was stained using a Foxp3/Transcription Factor Staining Kit (eBioscience) following the manufacturer’s protocol. Flow cytometry was performed using a cytoFLEX Flow Cytometer (Beckman Coulter, Brea, CA, USA) and data were analyzed in FlowJo software (Tree Star).

### Enzyme-linked immunosorbent assays

The concentrations of IFN-γ, IL-17, and IL-10 in culture supernatants of splenocytes and human PBMCs stimulated with anti-CD3 were measured by sandwich enzyme-linked immunosorbent assay (ELISA) (Duoset; R&D Systems, Lille, France).

### RNA sequencing

CD4^+^-T cells were isolated from B6 mice and subjected to T-cell activation conditions with or without *L*. *acidophilus* and FK506. Next-generation RNA-sequencing (RNA-seq) was conducted to quantify mRNAs and performed using a Novaseq 6000 (Illumina). Expression data were preprocessed using the range migration algorithm followed by quantile normalization. The RNA-seq data have been submitted in NCBI’s Gene Expression Omnibus (GEO) and is accessible through GEO Series Accession Number GSE174214.

### Histological and immunohistochemical analyses

Mice were euthanized on day 42 after BMT and the organs were harvested, cryoembedded, and sectioned. Tissue specimens were fixed in 10% formalin buffer and embedded in paraffin. Sections (6 μm thick) were stained with hematoxylin and eosin and analyzed using a histologic scoring system. For immunohistochemical staining, sections were stained with primary antibodies against IFN-γ, IL-17, and IL-10 overnight at 4 °C, followed by a biotinylated secondary antibody and streptavidin-peroxidase mixture for 1 h (Thermo Fisher, San Diego, CA, USA). Color was developed by adding 3,3-diaminobenzidine (Dako, Carpinteria, CA, USA). A histopathology score was graded using the scoring system described by Kim et al. and Fukui et al. [23, 24].

### Real-time polymerase chain reaction

Total RNA was extracted using TRI reagent (Molecular Research Center, Inc., Cincinnati, OH, USA) according to the manufacturer’s instructions. Complementary DNA was synthesized using the First-Strand cDNA Synthesis Kit (Dyne Bio). A LightCycler 2.0 instrument (software version 4.0; Roche Diagnostics) was used for PCR amplification with The SensiFAST™ SYBR Hi-ROX Kit (Bioline) following the manufacturer’s instructions. The following primers were used to amplify human genes: Foxp3, 5′-CAC TGC CCC TAG TCA TGG T-3′ (sense) and 5′-GGA GGA GTG CCT GTA AGT GG-3′ (antisense); and IL-10, 5′-CCA AGC CTT GTC TGA GAT GA-3′ (sense) and 5′-TGA GGG TCT TCA GGT TCT CC-3′ (antisense). Transcript levels were normalized to that of β-actin.

### Statistical analysis

We performed one-way analysis of variance (ANOVA) with Bonferroni’s post hoc test for multiple comparisons at a significance level of *p* < 0.05 using Prism ver. 5.01 software (GraphPad Software Inc., San Diego, CA, USA). Data are presented as means ± SEM.

## Results

### Combination treatment modulates murine T-cell proliferation in vitro

First, we investigated the effect of the combination treatment on murine IFN-γ-producing T cell, IL-17-producing T cell, and Treg cell differentiation in vitro. Splenocytes from normal B6 mice were cultured in the presence of an anti-CD3 antibody plus 100 ug/mL *L*. *acidophilus* and/or 0.3 nM FK506 for 72 h. The combination treatment significantly decreased Th1 and Th17 cell proliferation, and significantly increased the proportion of Treg cells, compared to vehicle and either single treatment (Fig. 1a). The concentrations of IFN-γ and IL-17 were decreased and that of IL-10 was significantly increased in combination-treated compared with vehicle-treated cells (Fig. 1b). Also, the combination treatment was significantly decreased CD8^+^ type 1 cytotoxic T cell (Tc1) and IL-17-producing CD8^+^ (Tc17) cell proliferation, and a single treatment with *L. acidophilus* was more effective than FK506 single on Tc 1 cells (Fig. 1c). To assess effects on the alloreactive T-cell response, we examined in vitro alloreactive T-cell proliferation in a mixed lymphocyte reaction. The combination treatment significantly suppressed alloreactive T-cell proliferation compared to allo and either single treatment (Fig. 1d). To confirm the effect of combination treatment, we sorted the Treg cells that induced by combination with *L. acidophilus* and FK506 and co-cultured in alloreactive condition. These induced Treg cells significantly suppressed alloreactive T-cell proliferation (Fig. 1e). Therefore, the combination treatment exerted an immunoregulatory effect on murine T cells in vitro.

**Fig. 1:**
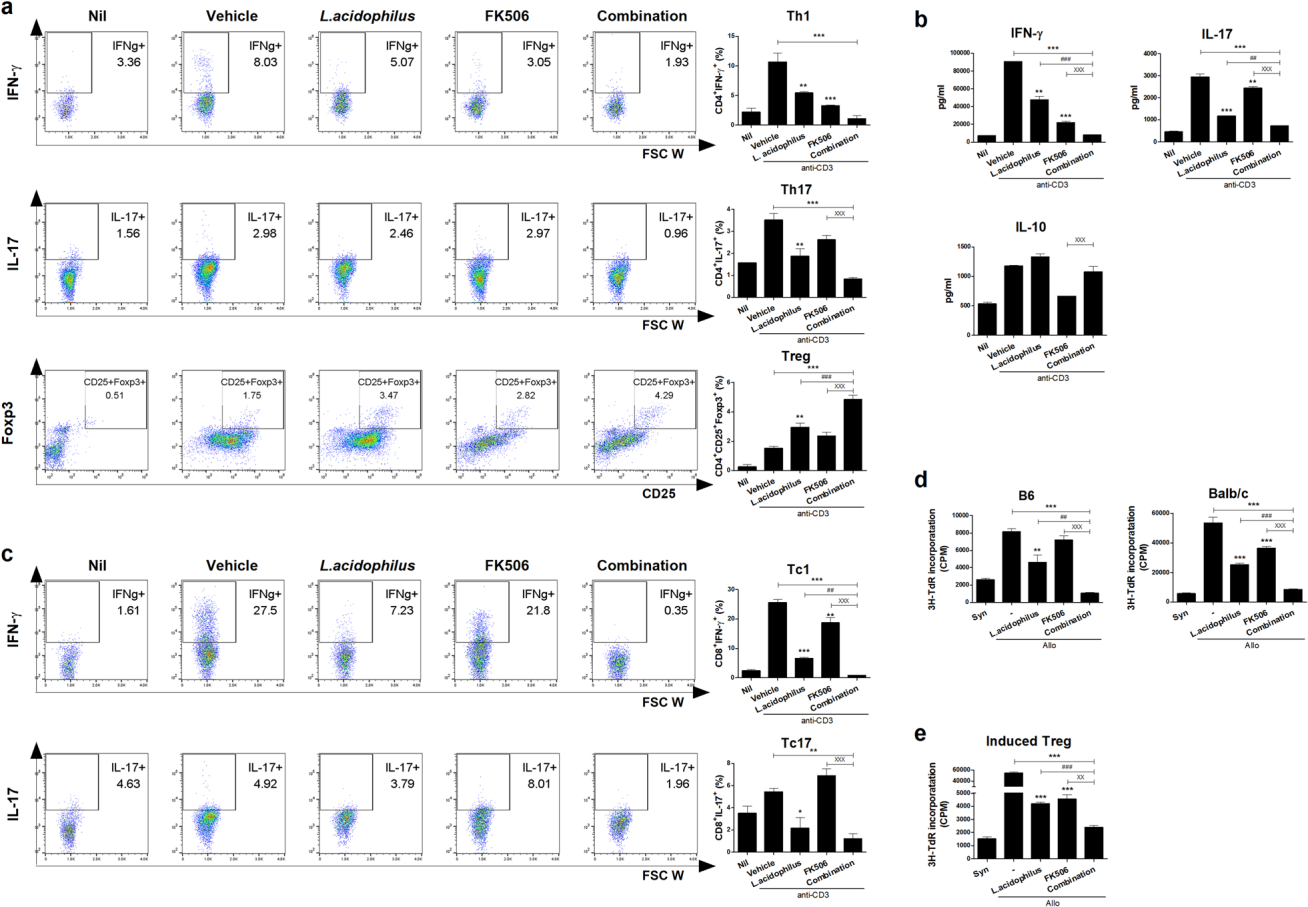
Combination treatment modulates mouse T cell subtype proliferation in vitro. **a** Proportions of Th1, Th17, and Treg cells after combination treatment. Splenocytes from normal B6 mice were stimulated with anti-CD3 in the presence of *L*. *acidophilus* and/or FK506 for 3 days and analyzed by flow cytometry. **b** IFN-γ, IL-17, and IL-10 concentrations in culture supernatants as determined by ELISA. **c** Proportions of Tc1 and Tc17 cells after combination treatment analyzed by flow cytometry. **d** In the mixed lymphocyte reaction assay, 2 × 10^5^ B/c (B6) splenic CD4^+^-T cells (responders) were incubated with 2 × 10^5^ irradiated B/c (B6) [syngeneic stimulators (Syn)] or B6 (B/c) [allogeneic stimulators (Allo)] splenic APCs for 4 days. T-cell proliferation was measured by 3[H]‑TdR incorporation. **e** In vitro co-culture systems, responder cells (2 × 10^5^) and irradiated APCs (2 × 10^5^) were co-cultured with sorted *L. acidophilus* and/or FK506-induced Treg (1 × 10^3^; each induced Treg to responder cells ratio was 1:40) for 4 days. T-cell proliferation was measured by 3[H]‑TdR incorporation. Data are means ± SEM of three independent experiments. (*each sample *versus* vehicle; ^#^combination *versus L*. *acidophilus*; ^X^combination *versus* FK506, *^,#,X^*p* < 0.05, **^,##,XX^*p* < 0.01, ***^,###,XXX^*p* < 0.005)

### Effect of the combination treatment on gene expression in CD4^+^-T cells

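RNA was sequenced from mouse CD4+ T cells of the spleen that were stimulated for 3 days with 0.5 ug/mL of an anti-CD3 antibody, which activates T cells through the T-cell receptor. The 4 groups received anti-CD3 alone, anti-CD3 with *L. acidophilus*, anti-CD3 with FK506 (tacrolimus, a calcineurin inhibitor) or anti-CD3 with the combination, and each group had 3 libraries numbered as replicates 1 to 3. The RNA-seq methods give no doses, and the paper uses 100 ug/mL *L. acidophilus* and 0.3 nM FK506 in its splenocyte cultures. The paper names B6 mice aged 8 to 10 weeks as the source of the cells, whereas the sample labels name Balb/c mice aged 7 weeks. For each of 45777 genes and each library, the authors deposited a read count, an FPKM value and a TPM value. The quantile normalization named in the methods was not visible in the FPKM values, whose totals differed between libraries. The total count per library ranged from 51221360 to 63218325 (median 54245588) with anti-CD3 alone, from 50734019 to 64334919 (median 51995457) with *L. acidophilus*, from 46254697 to 64658165 (median 48941478) with FK506 and from 45416397 to 63113961 (median 48455126) with the combination. The 4 libraries of replicate 1 were the deepest, with 63113961 to 64658165 counts, against 45416397 to 51995457 for replicate 2 and 48455126 to 54245588 for replicate 3. The 10 most abundant genes took 4.45% to 5.31% of the counts of a library. A count of 3 was taken as the smallest detectable value, and this floor covers counting error only. The 23585 genes with a count above 0 in at least 3 of the 12 libraries were tested on the counts with edgeR's quasi-likelihood test after TMM normalization, with all 12 libraries sharing one estimate of the spread. A gene was called changed when its Benjamini-Hochberg adjusted p was under 0.05 and its change was at least 2-fold. Libraries with the same replicate number deviated together from their group means, with a mean correlation across 12221 genes of 0.221, against -0.105 for libraries with different numbers. Fits with the replicate number as a block are therefore given beside the fits without it. No pair of libraries in a group differed by as little as the sampling noise (chi-square per degree of freedom from 4.61 to 205), so each library was counted as 1 sample. Replicates 2 and 3 were closest in the combination (4.61) and with *L. acidophilus* (9.57), and the other pairs ran from 47.7 to 205. In these 2 pairs the deviations from the group mean correlated at 0.409 and 0.366. Libraries made separately from 1 culture can also exceed the sampling noise, so these values do not show that the replicates were independent. In a principal component analysis, the first component held 65.9% of the variance and placed every combination library above every FK506 library, every FK506 library above every *L. acidophilus* library, and the combination libraries between 57.1 and 57.8. The anti-CD3 libraries lay between -57.1 and -38.8, and the *L. acidophilus* libraries between -33.7 and -17.0.

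**Figure D1:**
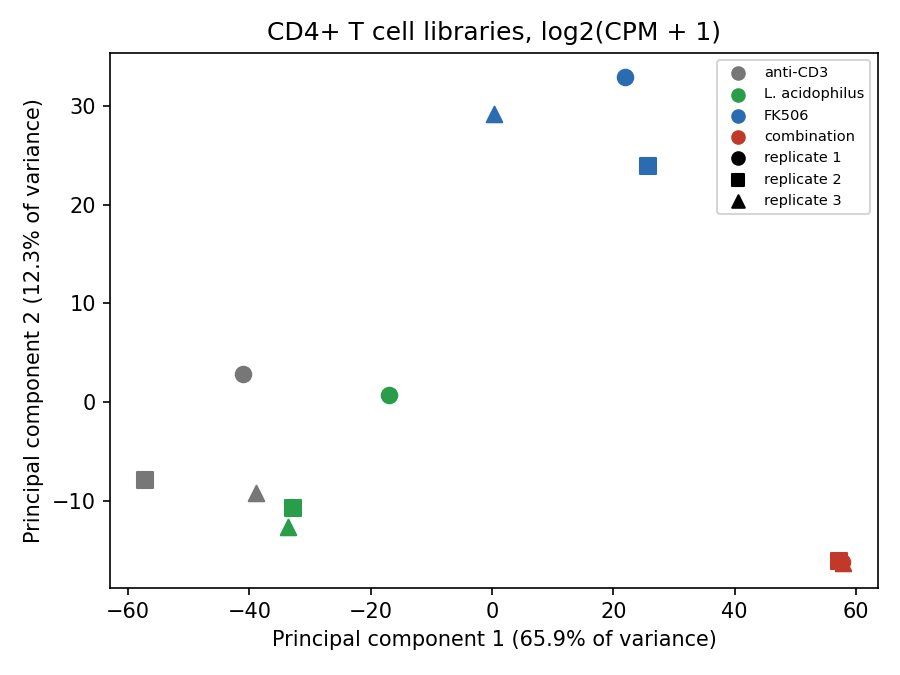
Principal component 1 (horizontal axis, 65.9% of the variance) against principal component 2 (vertical axis, 12.3%) of log2(CPM + 1) for the 12 libraries, coloured by group, with circles, squares and triangles for replicates 1, 2 and 3. The 3 combination libraries lie between 57.1 and 57.8 on the first component, and the anti-CD3 libraries between -57.1 and -38.8.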

We next analyzed by RNA-seq the gene expression profiles of CD4^+^-T cells treated with *L*. *acidophilus* and/or FK506 in the presence of an anti-CD3 antibody (Fig. 2a). 

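Of the genes tested, 5797 (24.6%) changed between the combination and anti-CD3 alone, with 3256 higher and 2541 lower in the combination (adjusted p under 0.05 in edgeR's test and at least 2-fold). With the replicate number as a block, 5639 genes changed, and the mean correlation of same-numbered libraries of these groups was 0.0931. The alternatives that tested each gene gave from 2249 genes, with limma without a trend on quantile-normalized log2(FPKM + 1), to 10209, with no fold cut-off. By the fold change alone on quantile-normalized log2(FPKM + 1), a scale that understates the changes of low genes, 2309 genes differed at least 2-fold, 1207 higher and 1102 lower. With each of the 12 libraries left out in turn, edgeR called between 4766 and 5800 genes. Against anti-CD3 alone, FK506 changed 2491 genes (1520 higher, 971 lower) and *L. acidophilus* changed 44 (37 higher, 7 lower). The replicate block gave 2524 and 69 genes for these comparisons, with correlations of same-numbered libraries of 0.0878 and 0.394. The count for *L. acidophilus* depended on the samples and the tool, from 0 genes when only the 6 libraries of the 2 groups were fitted (2676 at an unadjusted p under 0.05) to 398 with DESeq2, an alternative chosen after seeing the data. In the fit of all 12 libraries, 3489 genes had an unadjusted p under 0.05. Of the genes changed by FK506, 2043 were also changed by the combination, 2037 of them in the same direction, and 42 of the 44 genes changed by *L. acidophilus* were also changed by the combination, all in the same direction.

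**Figure D2:**
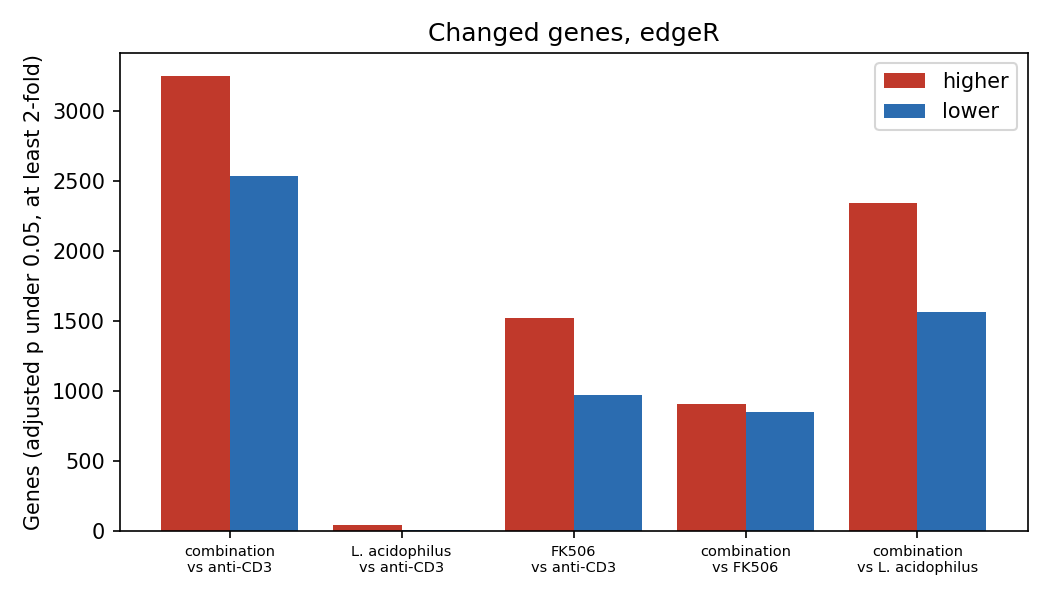
Number of genes higher (red) and lower (blue) in each comparison of the 4 groups, called at an adjusted p under 0.05 and at least 2-fold with edgeR, with 3 libraries per group. The combination against anti-CD3 has the most genes (3256 higher, 2541 lower), and *L. acidophilus* against anti-CD3 the fewest (37 higher, 7 lower).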

When identified by absent/present classification and using an at least two-fold difference in expression as the cut-off, 6507 genes were differentially expressed in anti-CD3–treated CD4^+^-T cells *versus* combination-treated CD4^+^-T cells (Fig. 2b). 

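*Tbx21* (T-box 21, gene ID 57765) had an FPKM of 39.6 ± 8.87 (SD, n = 3) with anti-CD3 alone, 37.9 ± 2.03 (SD, n = 3) with *L. acidophilus*, 16.7 ± 6.61 (SD, n = 3) with FK506 and 9.13 ± 2.42 (SD, n = 3) with the combination. Its log2 fold change in the combination was -2.19 against *L. acidophilus* (standard error 0.28, adjusted p = 0.000187, edgeR) and -0.98 against FK506 (standard error 0.28, adjusted p = 0.0281, edgeR). The difference of *Tbx21* from FK506 lost significance when some single libraries were left out (highest adjusted p = 0.13, edgeR). *Lgals7* (gene ID 16858) fell from an FPKM of 134 ± 40.2 (SD, n = 3) with anti-CD3 to 51.5 ± 4.25 (SD, n = 3) with *L. acidophilus*, 25.8 ± 6.38 (SD, n = 3) with FK506 and 7.60 ± 1.37 (SD, n = 3) with the combination, a log2 fold change of -2.86 against *L. acidophilus* (adjusted p = 4.99e-05, edgeR) and -1.84 against FK506 (adjusted p = 0.00102, edgeR). *Il13* (gene ID 16163) had an FPKM of 244 ± 118 (SD, n = 3) with anti-CD3, 74.9 ± 46.6 (SD, n = 3) with *L. acidophilus*, 67.4 ± 21.1 (SD, n = 3) with FK506 and 2.47 ± 0.404 (SD, n = 3) with the combination. The log2 fold change of *Il13* was -5.05 against *L. acidophilus* (standard error 0.53, adjusted p = 6.39e-05, edgeR) and -4.87 against FK506 (standard error 0.53, adjusted p = 0.000222, edgeR). *Il21* (gene ID 60505) had a log2 fold change of -5.34 against *L. acidophilus* (adjusted p = 3.7e-05, edgeR) and of -3.44 against FK506 (adjusted p = 0.000485, edgeR). For *Gzma* (gene ID 14938) these values were -3.45 against *L. acidophilus* (adjusted p = 0.000333, edgeR) and -3.76 against FK506 (adjusted p = 0.000654, edgeR). *Slc26a10* (gene ID 216441) had a log2 fold change of -1.33 against *L. acidophilus* (adjusted p = 0.00453, edgeR), while its difference from FK506 of -0.82 did not pass the threshold (adjusted p = 0.0699, edgeR). *Mapk13* (gene ID 26415) was near the limit of detection, with 14 to 19 counts per library with anti-CD3, 10 to 15 with *L. acidophilus*, 0 to 4 with FK506 and 0 in the 3 combination libraries. It was at least 4.34-fold lower in the combination than with *L. acidophilus*, and its difference from FK506 was not detectable at this depth (adjusted p = 0.158, edgeR). Of these 7 genes, 7 differed from *L. acidophilus* and 5 from FK506 at an adjusted p under 0.05 in edgeR, and the same numbers passed with the replicate block. All 7 were lower in the combination than with anti-CD3 alone at an adjusted p under 0.05 in edgeR, in every fit that left out 1 library.

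**Figure D3:**
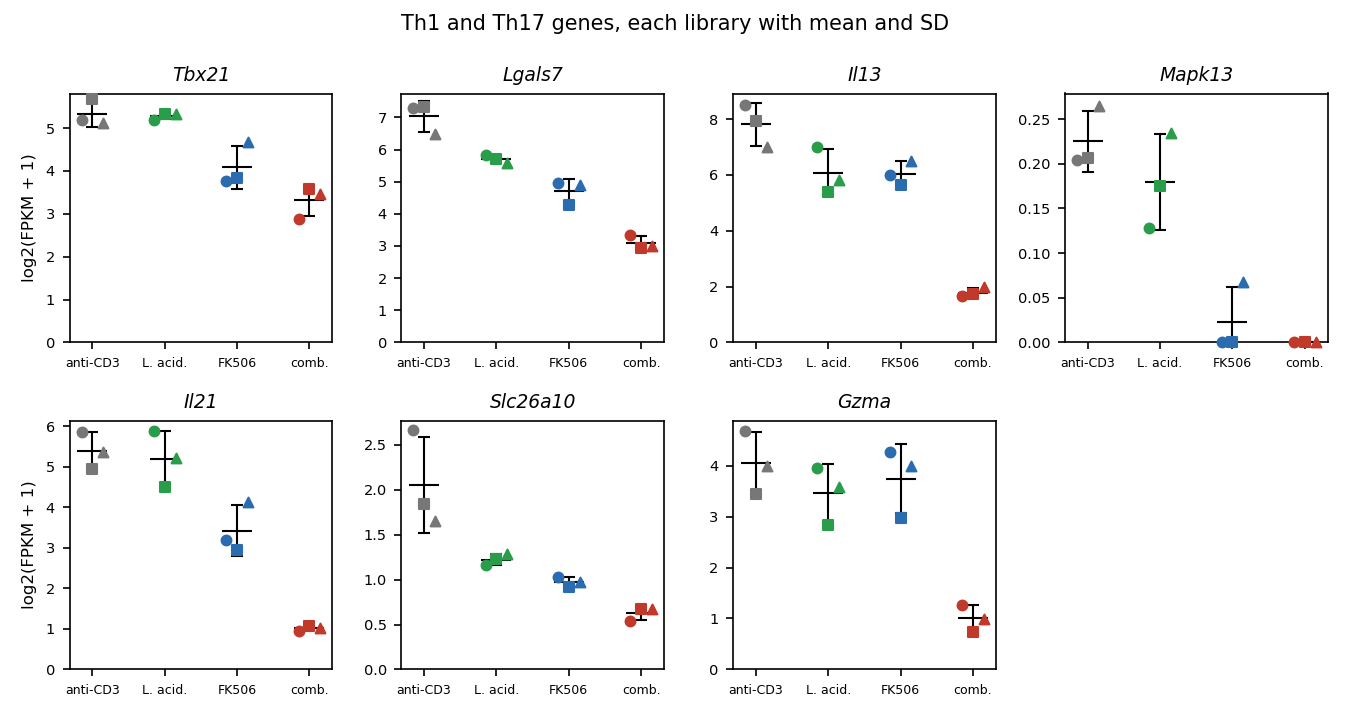
log2(FPKM + 1) of *Tbx21*, *Lgals7*, *Il13*, *Mapk13*, *Il21*, *Slc26a10* and *Gzma* (vertical axes) in the 4 groups (horizontal axes; L. acid., *L. acidophilus*; comb., combination), with circles, squares and triangles for replicates 1, 2 and 3 and black lines for the mean and SD of 3 libraries. *Il13* falls from a mean FPKM of 244 with anti-CD3 to 2.47 with the combination.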

Among genes in the Th1 pathway, *Tbx21* and *Lgals7* were downregulated; among those in the Th17 pathway, *Il13*, *Mapk13*, *Il21*, *Slc26a10*, and *Gzma* were downregulated by the combination treatment compared with *L*. *acidophilus* or FK506 alone. Moreover, Treg-related genes such as *Nt5e*, *Foxp3*, *Ikzf2*, *Nrp1*, and *Itgb8* were upregulated in combination-treated CD4^+^-T cells. 

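The FPKM of *Foxp3* (forkhead box P3, gene ID 20371), the lineage factor of Treg cells, was 5.12 ± 0.938 (SD, n = 3) with anti-CD3 alone, 13.3 ± 9.86 (SD, n = 3) with *L. acidophilus*, 34.1 ± 11.5 (SD, n = 3) with FK506 and 101 ± 5.94 (SD, n = 3) with the combination. Its log2 fold change in the combination was 4.11 against anti-CD3 (standard error 0.44, adjusted p = 3.23e-05, edgeR) and 1.49 against FK506 (standard error 0.40, adjusted p = 0.0223, edgeR), and its level was 6.98-fold that with *L. acidophilus* (adjusted p = 0.000423, edgeR). With single libraries left out, the difference of *Foxp3* from FK506 stayed between 1.26 and 1.73 on the log2 scale, and its adjusted p reached 0.0985 (edgeR). The rise of *Foxp3* with *L. acidophilus* alone did not pass the threshold (log2 fold change 1.31, adjusted p = 0.166, edgeR), nor with the replicate block (1.12, adjusted p = 0.169, edgeR), but passed with DESeq2, an alternative chosen after seeing the data (1.30, adjusted p under 0.05). The ratio to the anti-CD3 library of the same number was 5.16 in replicate 1, 1.46 in replicate 2 and 1.25 in replicate 3. *Nt5e* (5' nucleotidase, gene ID 23959) had 26 to 127 counts per library with anti-CD3 and 6594 to 7410 with the combination, a log2 fold change of 6.54 (standard error 0.78, adjusted p = 5.91e-05, edgeR). Against FK506 its log2 fold change was 2.74 (adjusted p = 0.0118, edgeR), which lost significance with some single libraries left out (highest adjusted p = 0.0531, edgeR). *Ikzf2* (gene ID 22779) had a log2 fold change of 4.62 against anti-CD3 (adjusted p = 3.57e-05, edgeR) and 1.35 against FK506 (adjusted p = 0.0525, edgeR). *Nrp1* (gene ID 18186) rose by 2.87 on the log2 scale against anti-CD3 (adjusted p = 8.18e-06, edgeR) and by 1.20 against FK506 (adjusted p = 0.00297, edgeR). *Itgb8* (gene ID 320910) rose by 3.41 against anti-CD3 (adjusted p = 0.000217, edgeR) and by 1.25 against FK506 (adjusted p = 0.0754, edgeR). All 5 genes were higher in the combination than with anti-CD3 and with *L. acidophilus* at an adjusted p under 0.05 in edgeR, in every fit that left out 1 library. Against FK506, 3 of the 5 passed without the replicate block and 5 of the 5 with it. Of the 10 genes shown as Treg-related in Fig. 2c, 10 were higher in the combination than with anti-CD3, and 9 of them were called changed.

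**Figure D4:**
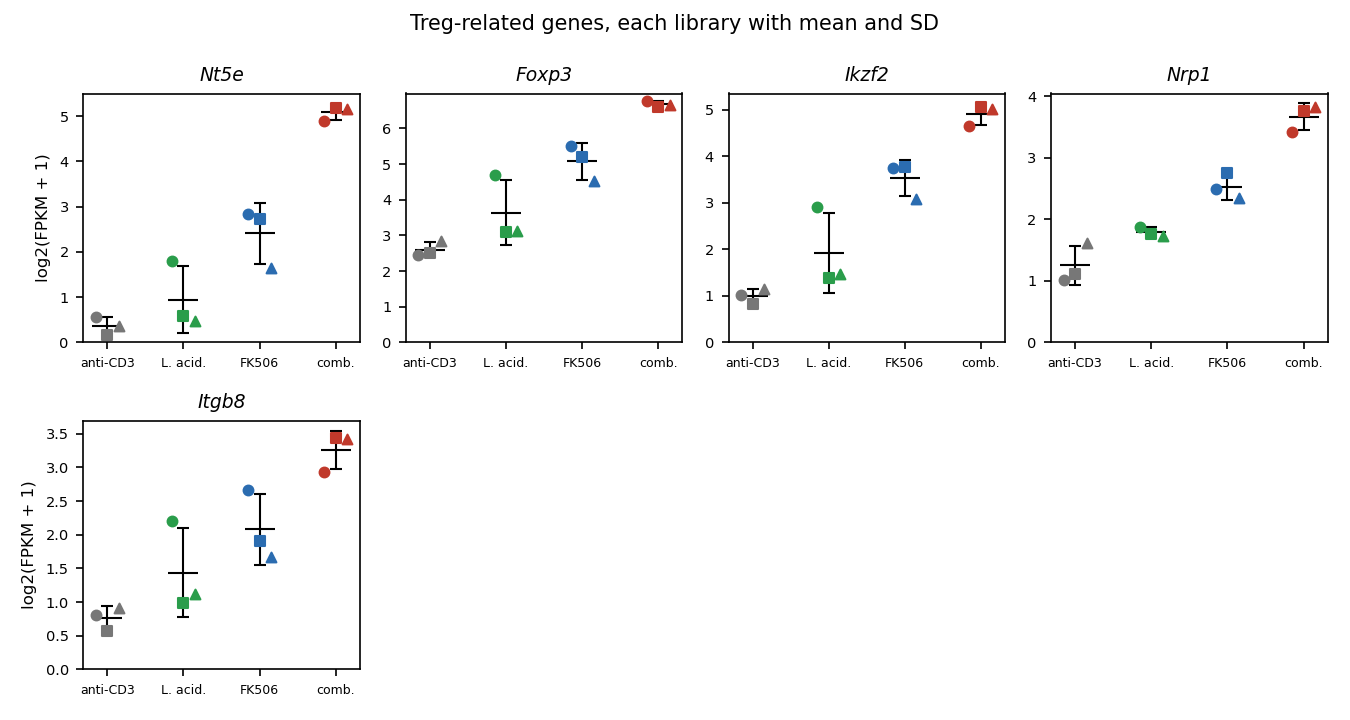
log2(FPKM + 1) of *Nt5e*, *Foxp3*, *Ikzf2*, *Nrp1* and *Itgb8* (vertical axes) in the 4 groups (horizontal axes; L. acid., *L. acidophilus*; comb., combination), with circles, squares and triangles for replicates 1, 2 and 3 and black lines for the mean and SD of 3 libraries. The mean FPKM of *Foxp3* is 5.12 with anti-CD3, 34.1 with FK506 and 101 with the combination.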

Regarding Th17 differentiation-related pathway genes linked to cellular growth and proliferation, *Eif4ebp1* and *Lpin3* (mTOR pathway) and *Osmr*, *Il13*, *Il17d*, *Il21*, and *Lif* (JAK-STAT pathway) were downregulated by the combination treatment (Fig. 2c). 

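Against anti-CD3 alone, *Eif4ebp1* (eukaryotic translation initiation factor 4E binding protein 1, gene ID 13685) changed by -2.84 on the log2 scale in the combination (standard error 0.24, adjusted p = 9.42e-06, edgeR), from an FPKM of 62.9 ± 19.2 (SD, n = 3) to 10.2 ± 0.860 (SD, n = 3). *Lpin3* (gene ID 64899), with 117 to 154 counts per anti-CD3 library and 58 to 76 per combination library, changed by -1.08 (standard error 0.22, adjusted p = 0.00221, edgeR). *Lif* (gene ID 16878) fell from an FPKM of 67.6 ± 31.2 (SD, n = 3) to 5.24 ± 0.337 (SD, n = 3), a log2 fold change of -3.89 (standard error 0.39, adjusted p = 2.27e-05, edgeR). The log2 fold changes of *Il13* and *Il21* against anti-CD3 were -6.85 (adjusted p = 9.37e-06, edgeR) and -5.56 (adjusted p = 9.97e-06, edgeR). The reads of *Il17d* and *Osmr* were few. *Il17d* (gene ID 239114) had 10 to 16 counts per anti-CD3 library and 0 in the combination libraries, and was at least 4.72-fold lower. *Osmr* (gene ID 18414) had 41 to 114 counts per anti-CD3 library and 0 to 20 per combination library (log2 fold change -3.30, standard error 1.03, adjusted p = 0.0219, edgeR), and its adjusted p reached 0.063 in edgeR with single libraries left out. Against FK506, the differences of *Eif4ebp1* (-0.58, adjusted p = 0.0953, edgeR), *Lpin3* (-0.35, adjusted p = 0.305, edgeR) and *Osmr* (-1.30, adjusted p = 0.436, edgeR) did not pass the threshold, and the remaining 4 of the 7 genes were lower. With the replicate block, 4 of the 7 genes differed from FK506 and 7 of the 7 from *L. acidophilus*, where 6 passed without it. Among the genes of Fig. 2c, 4 of the 7 mTOR genes and 21 of the 29 JAK-STAT genes were called changed in the direction shown.

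**Figure D5:**
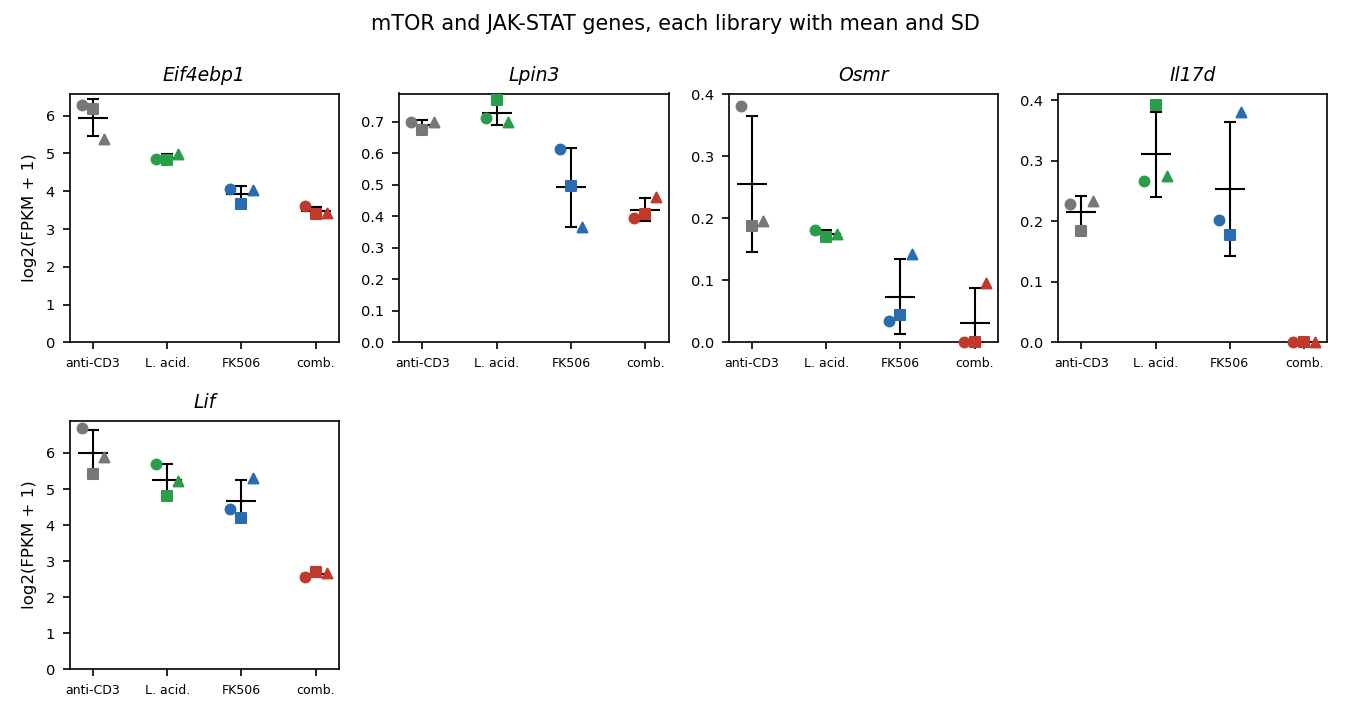
log2(FPKM + 1) of *Eif4ebp1*, *Lpin3*, *Osmr*, *Il17d* and *Lif* (vertical axes) in the 4 groups (horizontal axes; L. acid., *L. acidophilus*; comb., combination), with circles, squares and triangles for replicates 1, 2 and 3 and black lines for the mean and SD of 3 libraries. *Il17d* is at 0 in the 3 combination libraries, and the mean FPKM of *Eif4ebp1* is 62.9 with anti-CD3 and 10.2 with the combination.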

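In Fig. 2c, the Treg-related genes are shown beside genes of Th1, Th17, mTOR and JAK-STAT signaling. All 6 Th1 signature genes and 16 of the 18 Th17 signaling genes of that figure were called lower in the combination than with anti-CD3 in edgeR's test, with median log2 fold changes of -1.74 and -2.56, against a median of 2.87 for the 10 Treg-related genes. All 17 genes that the text names passed an adjusted p of 0.05 against anti-CD3, whether adjusted over all genes tested or over the 17 alone, a list that rests on the paper's own calls in these data. The 7 mTOR genes of the figure had a median of 0.43, with changes in both directions. From the expression of Treg-related genes in combination-treated cells, the paper proposes that these cells have an immunoregulatory function.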

Taken together, these data suggest that combination-treated CD4^+^-T cells have an immunoregulatory function through the expression of Treg-related genes.

**Fig. 2:**
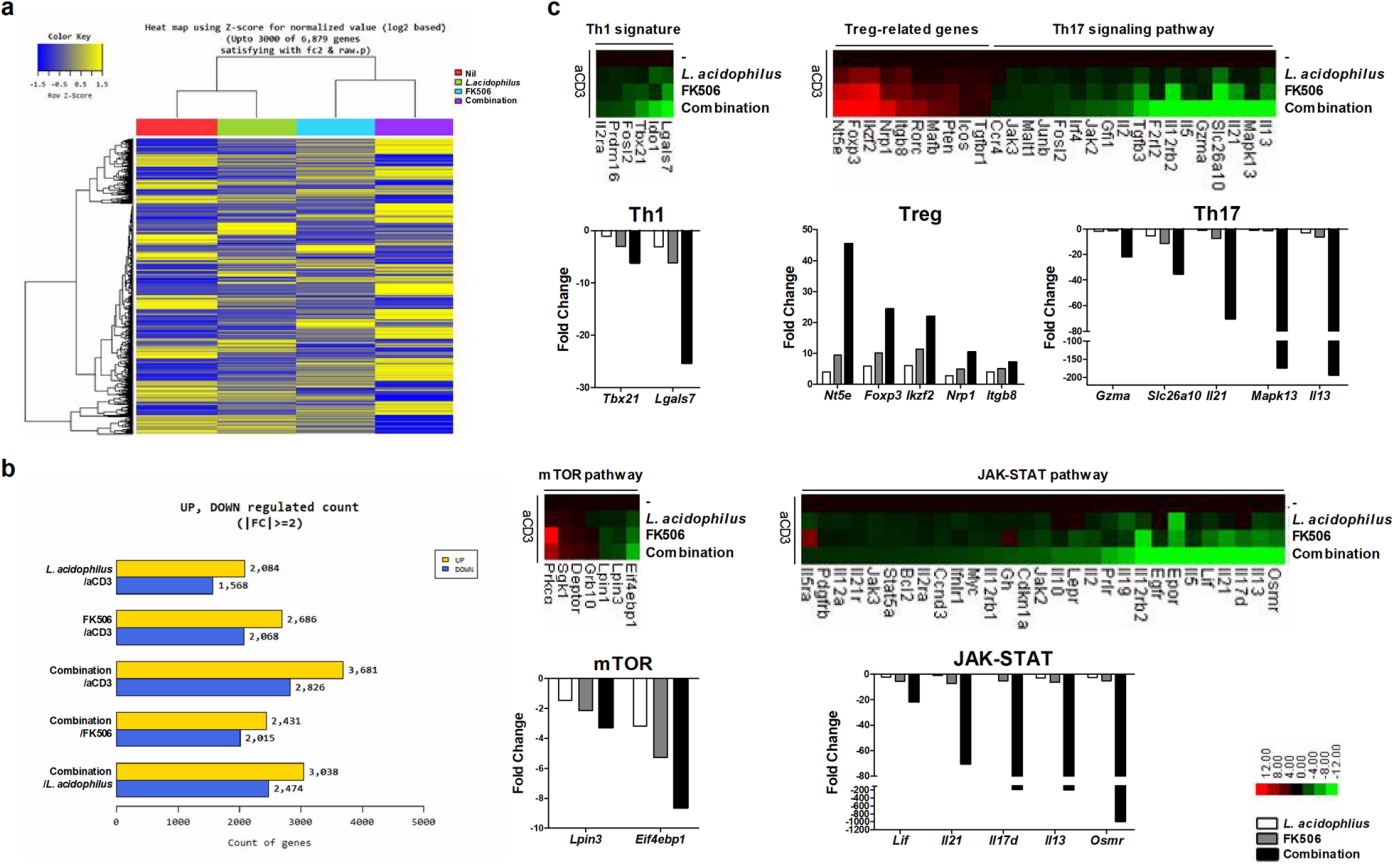
Gene expression profiling by RNA-seq among CD4^+^-T cells treated with *L*. *acidophilus*, FK506, and combination. **a** Hierarchical cluster heatmap of mouse anti-CD3 stimulated CD4^+^-T cells treated with *L*. *acidophilus* and/or FK506. **b** Significantly differentially expressed genes and **c** significant differences in Th1, Th17, and Treg populations and mTOR and JAK-STAT pathway activities *versus* only anti-CD3–treated CD4^+^-T cells

### Combination therapy reduced the severity of GvHD

To verify the effect of the combination treatment, bone marrow and splenocytes from a B6 donor were transplanted into a B/c recipient. The combination treatment improved the clinical symptoms of GvHD—weight loss, posture, activity, fur texture and skin integrity—compared with vehicle. The score of FK506 alone was similar to that of the combination, but the latter resulted in increased survival duration (Fig. 3a). Four weeks after BMT, we analyzed IFN-γ– and IL-17–producing CD4^+^-T cells in mouse PBMCs by flow cytometry. The populations of Th1 and Th17 cells were decreased by the combination treatment compared with vehicle or either single treatment (Fig. 3b). Next, we performed a histopathologic analysis of skin, liver, and large intestine tissues to determine the effect of the combination treatment on inflammatory cell infiltration. In the mouse model of GvHD, vehicle group has increased collagen density in skin, lymphocyte aggregates in portal tracts with destruction of bile ducts in liver tissue, and infiltration of lymphocyte and crypt loss of intestine, compared to syngenic [23, 24]. To determine the protective combination effects of *L. acidophilus* and/or FK506 on the development of GVHD, we evaluated tissue pathology in skin, liver and large intestine. As shown in Fig. 3c, moderate to severe GvHD was noted in those organs of vehicle group. Combination treatment group significantly improved pathologic severity scores in the skin, liver, and large intestine. Therefore, the combination treatment attenuated GvHD in vivo.

**Fig. 3:**
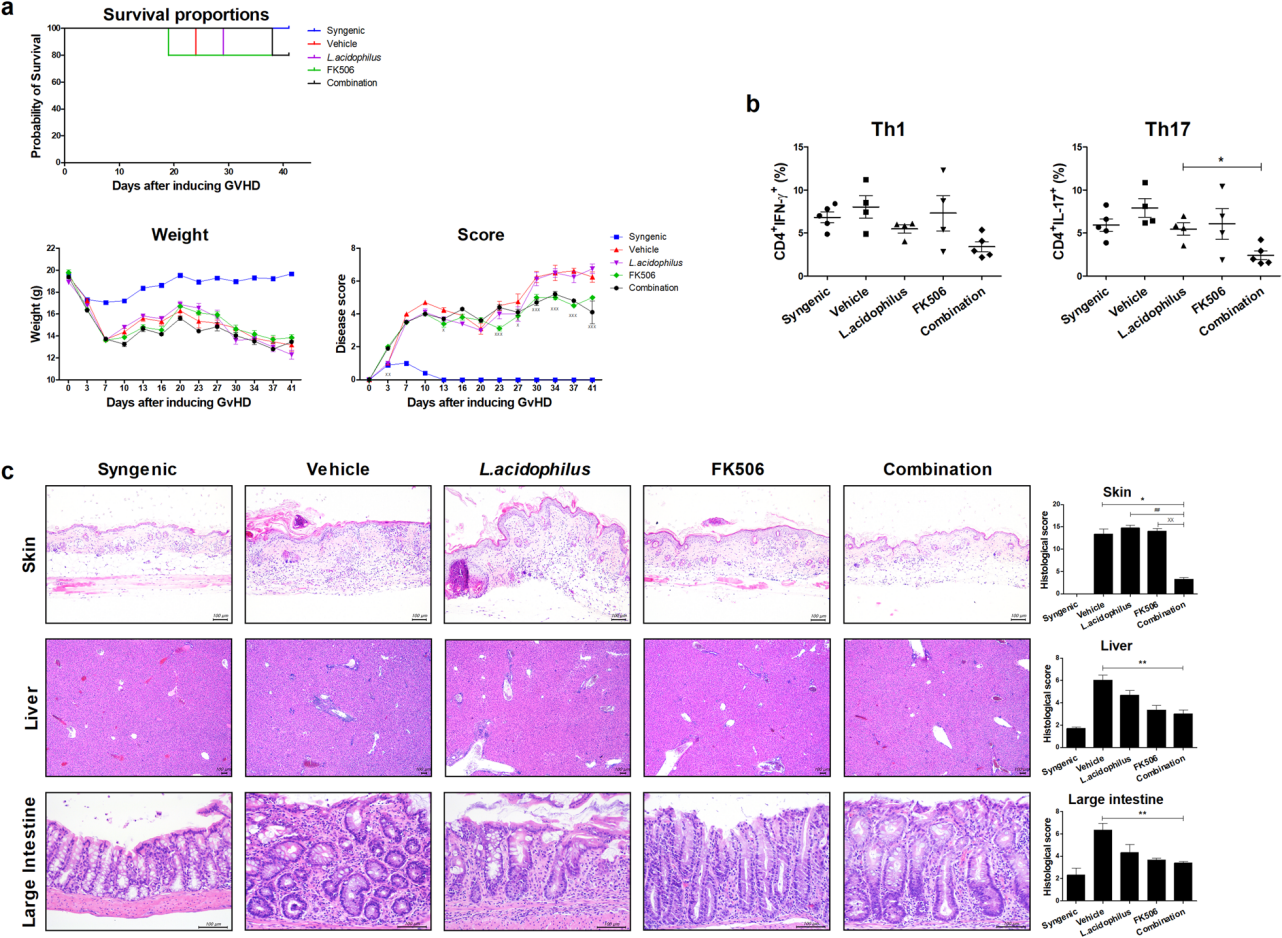
Combination treatment reduced the severity of GvHD. **a** Survival rate, weight loss, and clinical score after BMT in GvHD mice. Allogeneic‑transplanted animals showed a significantly increased GvHD score compared with syngeneic-transplanted animals. The clinical GvHD score was the sum of weight loss, posture, activity, fur, and skin on a scale of 0–2 (n = 5 per group and repeated three times). **b** Four weeks after BMT, IFN-γ and IL-17 expression in mouse CD4^+^-T cells as analyzed by flow cytometry. **c** Histopathology of the skin, liver, and large intestine after BMT (n = 5 per group) from one of two independent experiments. Sections were stained with hematoxylin and eosin (original magnification; liver × 40, skin and large intestine × 200; scale bar, 100 μm). Histopathology score of skin, liver, and large intestine tissues. Results are means ± SEM (*each sample *versus* vehicle; ^#^combination *versus L*. *acidophilus*; ^X^combination *versus* FK506, *^,#,X^*p* < 0.05, **^,##,XX^*p* < 0.01, ***^,###,XXX^*p* < 0.005)

### Combination treatment modulates cytokine secretion

Next, we evaluated the expression levels of pro- and anti-inflammatory cytokines by immunohistochemistry in murine skin and liver tissues after BMT. The levels of proinflammatory cytokines, such as IFN-γ and IL-17, were significantly decreased by the combination treatment *versus* vehicle in skin and liver tissue. Also, the IFN-γ level in skin tissue was significantly decreased by the combination treatment compared with either single treatment (Fig. 4a, b). The concentration of IL-10, an anti-inflammatory cytokine, was significantly increased by the combination treatment compared with vehicle and either single treatment (Fig. 4c). Therefore, the combination of *L*. *acidophilus* and FK506 after BMT regulates T-cell infiltration of target tissues.

**Fig. 4:**
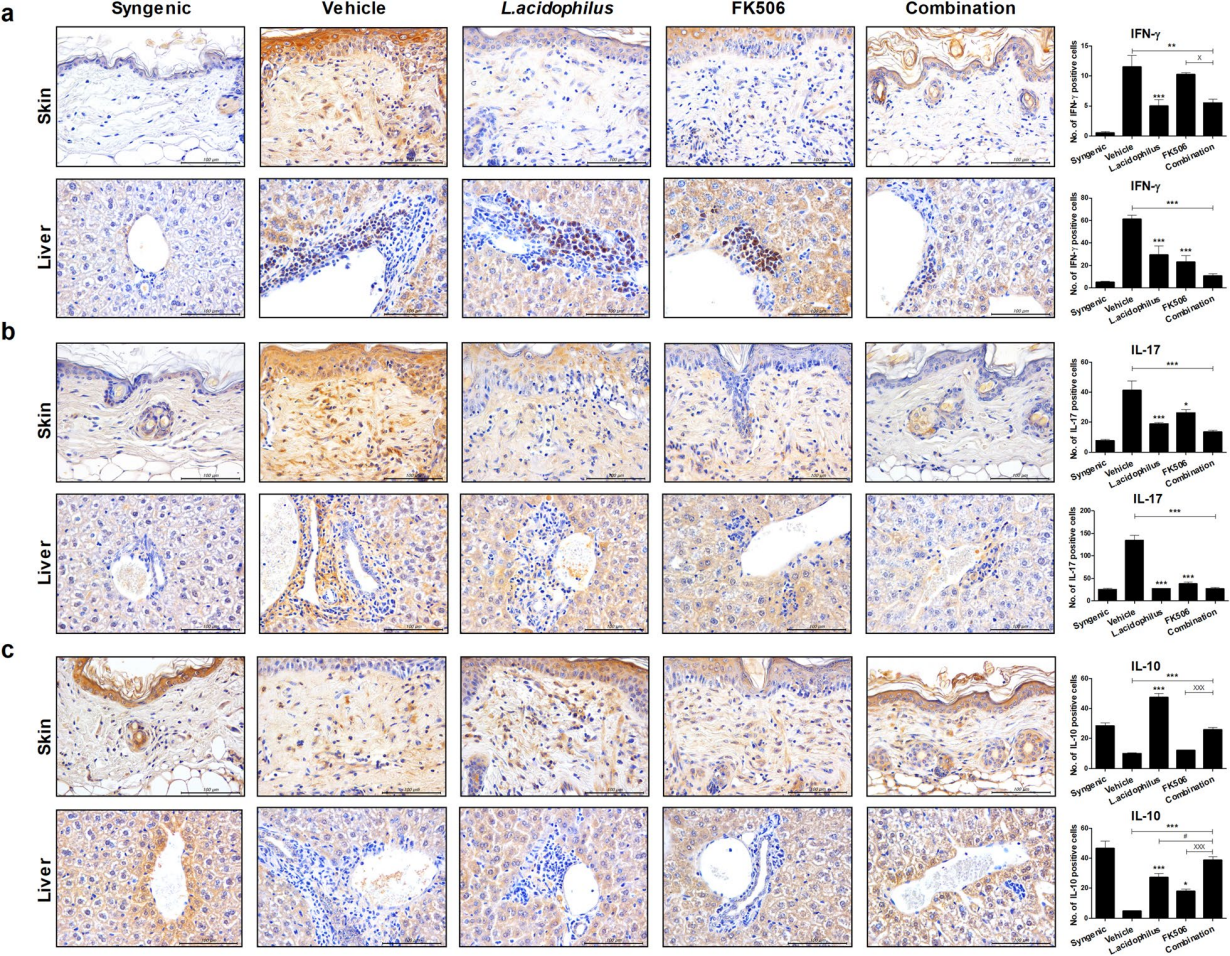
Combination treatment reduces and increases, respectively, the secretion of pro- and anti-inflammatory cytokines. Immunohistochemical images of tissues stained with **a** anti-IFN-γ, **b** anti-IL-17, and **c** anti-IL-10 antibodies (original magnification ×400, scale bars, 100 μm)

### Effect of the combination treatment on human PBMCs in vitro

To investigate the regulatory effect of the combination treatment on human Th1 and Th17 cell differentiation, PBMCs from healthy controls (n = 6) and LT patients (n = 8) were cultured under anti-CD3 conditions with *L*. *acidophilus* and/or FK506 for 72 h in vitro. Flow cytometry showed that the combination treatment significantly decreased Th1 and Th17 cell proliferation (Figs. 5a and 6a) and increased Treg cells compared with FK506 and vehicle (Figs. 5c, and 6b). The concentrations of IFN-γ and IL-17 were decreased and that of IL-10 was significantly increased by the combination treatment compared with FK506 or vehicle (Fig. 5b). Also, the transcript levels of Foxp3 and IL-10 were significantly increased by the combination treatment in PBMCs from healthy controls and LT patients (Figs. 5d, 6b). Therefore, the combination treatment suppressed human Th17-cell and promoted human Treg-cell proliferation in vitro.

**Fig. 5:**
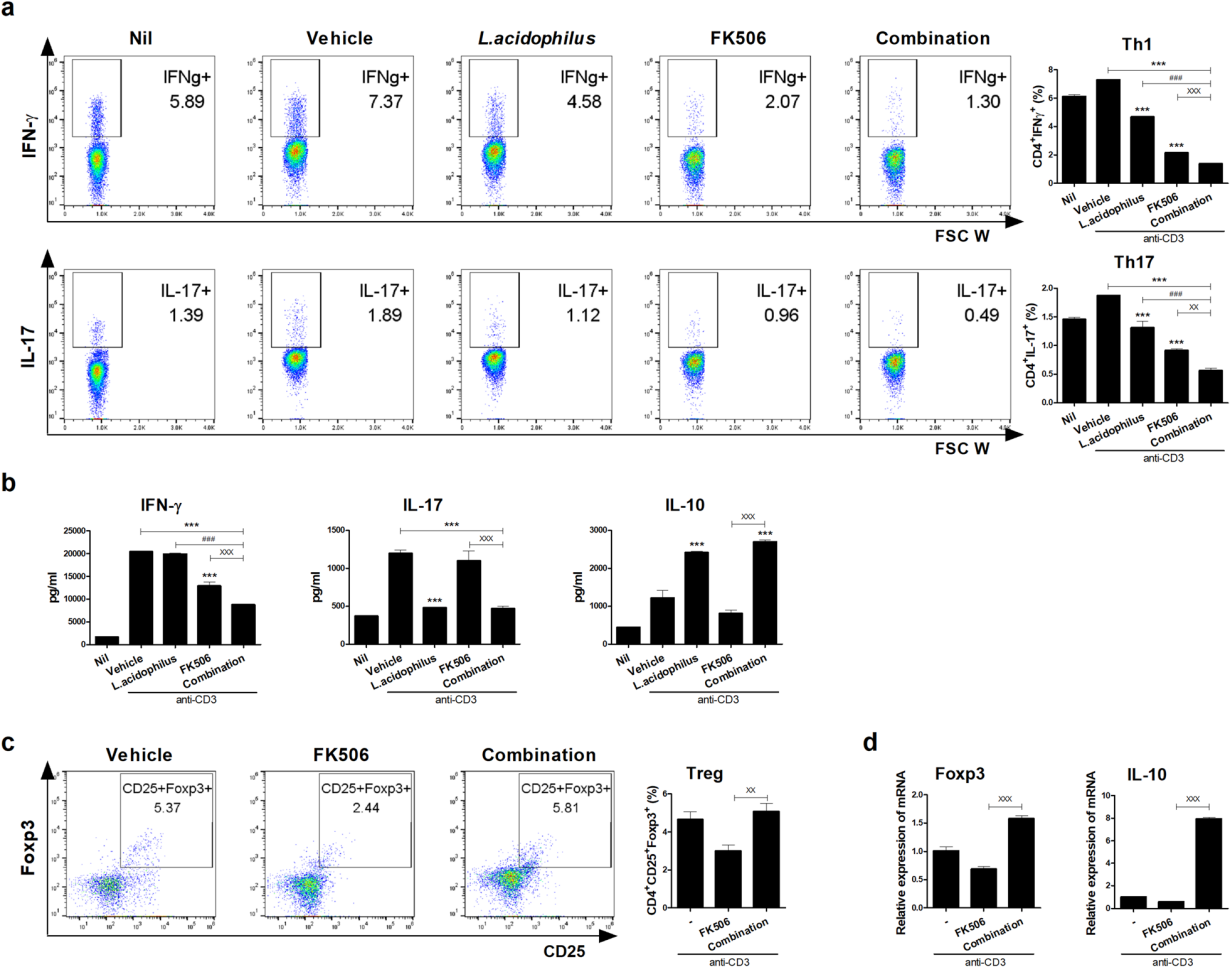
Effect of the combination treatment on healthy PBMCs in vitro. **a** Proportions of Th1 and Th17 cells. Human PBMCs from healthy donors were stimulated with anti-CD3 in the presence of *L*. *acidophilus* and/or FK506 for 3 days and analyzed by flow cytometry. **b** IFN-γ, IL-17, and IL-10 concentrations in culture supernatants as determined by ELISA. **c** After stimulation of healthy PBMCs with anti-CD3 for 3 days, proportion of Treg cells were determined by flow cytometry and **d** Foxp3 and IL-10 mRNA levels were determined by real-time PCR (*each sample *versus* vehicle; ^#^combination *versus L*. *acidophilus*; ^X^combination *versus* FK506, *^,#,X^*p* < 0.05, **^,##,XX^*p* < 0.01, ***^,###,XXX^*p* < 0.005)

**Fig. 6:**
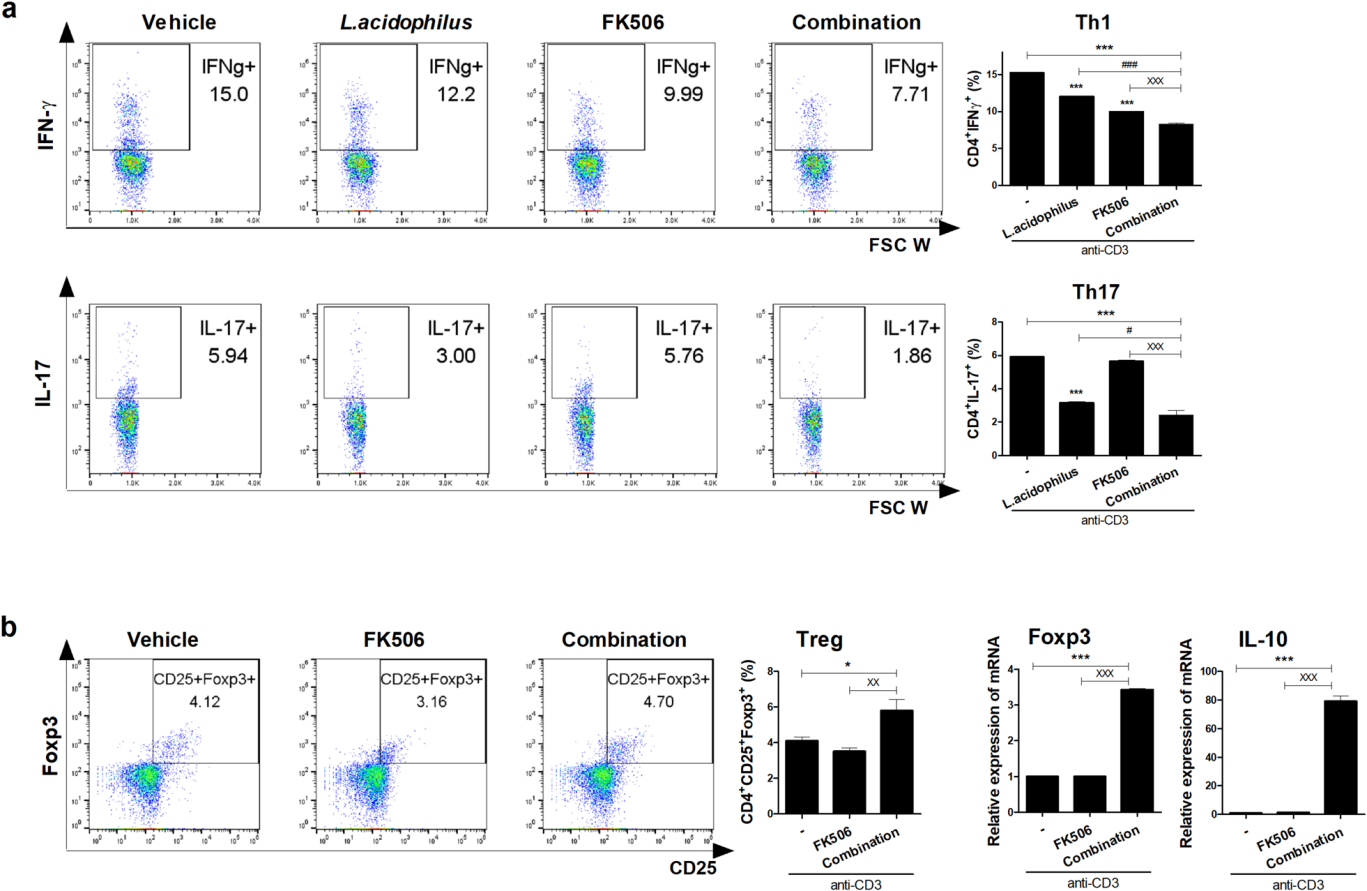
Effect of the combination treatment on LT-patient PBMCs in vitro. **a** Proportions Th1 and Th17 cells among PBMCs treated with *L*. *acidophilus* and/or FK506. Patient PBMCs were stimulated with anti-CD3 in the presence of *L*. *acidophilus* and/or FK506 for 3 days and analyzed by flow cytometry. **b** Proportion Treg cells were analysis by flow cytometry, and Foxp3 and IL-10 mRNA levels were determined by real-time PCR after stimulation of LT-patient PBMCs with anti-CD3 for 3 days. Data are means ± SEM of three independent experiments (*each sample *versus* vehicle; ^#^combination *versus L*. *acidophilus*; ^X^combination *versus* FK506, *^,#,X^*p* < 0.05, **^,##,XX^*p* < 0.01, ***^,###,XXX^*p* < 0.005)

## Discussion

Tacrolimus (FK506) is an immunosuppressant used to prevent allograft and treat autoimmune diseases [25–28]. However, immunosuppressive agents increase susceptibility to infections and alter the gut microbiota composition, the latter is associated with the severity and pathogenesis of GvHD [10–13, 29]. For this reason, maintaining the optimal concentration of tacrolimus is important for patient survival; however, determining the optimum concentration is hampered by interindividual variation in tacrolimus efficacy [30–32]. We hypothesized that *L*. *acidophilus* could ameliorate the side effects of FK506, and thus mitigate GvHD following MHC-mismatched bone marrow transplantation.

Probiotics supplementation is widely used in clinical practice, and promotes re-growth of beneficial species, ameliorating diseases such as IBD, colitis, RA, and osteoporosis [33–37]. IFN-γ-producing T cell such as Th1 and Tc1, IL-17-producing T cell such as Th17 and Tc17 are crucial mediators of GvHD [38–43] and GvHD is associated with a reversed proportion of Tregs [44, 45]. *Lactobacillus* species, probiotics widely used as health supplements, are commensal bacteria that reduce inflammation by stimulating lymphocytes via IL-10 [46, 47]. Furthermore, *L*. *acidophilus*, specifically the LA1 strain, is known to interact with intestinal cells to activate pathways that repair defective intestinal barriers and effectively treat intestinal inflammation [48]. In this study, the combination treatment significantly decreased the population of Th1, Tc1, Th17 and Tc17 cells (Figs. 1a, c, 5a, c, 6a and b) as well as the IFN-γ and IL-17 concentrations, but significantly increased the population of Treg cells and the IL-10 concentration, compared with FK506 alone (Figs. 1a, b, 5b, c and 6b) in murine and human. Moreover, the alloreactive T-cell response was decreased significantly by the combination treatment (Fig. 1d). However, the transcript levels of Foxp3 and IL-10 in human PBMCs were significantly increased by the combination treatment (Figs. 5d, 6b). Further study is required to confirm that combination treatment of *L. acidophilus* with FK506 can modulate Tc1 and Tc17 cell in vivo and human in vitro.

Dysbiosis of the gut microbiota influences immune tolerance and triggers autoimmune and inflammatory diseases by causing an imbalance of T cell subsets [49, 50]. *L*. *acidophilus* has immunomodulatory properties such as modulating Th17 and Treg cell populations. *L*. *acidophilus* induced production of Treg cells and IL-10, but suppressed that of IL-17, in splenocytes [35]. In addition, the immunoregulatory function of Tregs is used in the therapeutic strategies for autoimmune diseases such as SLE, RA and GvHD because mechanisms of Treg cells that have been modulation of cell proliferation [51–54]. In this study, combination treated-induced Treg suppressed the T cell proliferation (Fig. 1e) and the combination treatment reduced the effector T-cell population by modulating Th17, mTOR, and JAK-STAT signaling, and upregulating Treg-related genes, compared to *L*. *acidophilus* and FK506 alone (Fig. 2). 

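In the RNA-seq data, the combination differed from FK506 alone in 1754 genes (905 higher, 849 lower) and from *L. acidophilus* alone in 3910 genes (2343 higher, 1567 lower; adjusted p under 0.05 in edgeR's test and at least 2-fold). With the replicate number as a block these counts were 1920 and 3945, with mean correlations of same-numbered libraries of 0.200 and 0.209. In 1207 genes, the combination differed from anti-CD3, from FK506 and from *L. acidophilus* in the same direction (613 higher, 594 lower). Of the genes in Fig. 2c, those called changed against FK506 in the direction shown were 5 of 10 Treg-related, 2 of 6 Th1, 8 of 18 Th17, 1 of 7 mTOR and 10 of 29 JAK-STAT genes, and those called against *L. acidophilus* were 8 Treg-related, 3 Th1, 14 Th17, 3 mTOR and 15 JAK-STAT genes. Of the 17 genes named in the text, 10 differed from FK506 when adjusted over all genes and 14 when adjusted over the 17 alone, and 16 and 17 differed from *L. acidophilus*. The combination departed from the sum of the single effects on the log2 scale in 1025 genes (318 above, 707 below the sum; adjusted p under 0.05 in edgeR) and, with the replicate block, in 1578. For a gene that falls, below the sum can mean a larger fall. Of the 455 that also changed in the combination against anti-CD3, 406 departed in the direction of that change. Both contrasts use the combination libraries, which favours a shared direction. The share above the sum was 31.0% here and 49.0% with limma. Of 100 relabellings of the libraries, the real one included, 8 gave as many genes.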

In particular, Treg-related genes, *Nt5e*, *Foxp3*, *Ikzf2*, *Nrp1* and *Itgb8*, are up-regulated by combination treatment of *L. acidophilus* and FK506. *Nt5e*, also known as CD73, is known to have immunosuppressive potential through restricting inflammatory immune responses [55, 56]. *Foxp3* is essential for the maintenance of Treg and *Nrp1* is required to maintain Treg stability and function [57–59]. The deficiency of *Ikzf2* (as known as Helios) and *Itgb8* cannot control the expansion of pathogenic T cells during active inflammation [60, 61]. It could be suggested that the combination showed a greater effect than single treatment of FK506 because of the Treg-related genes. Therefore, *L*. *acidophilus* improved the immunological imbalance caused by FK506 by decreasing and increasing the Th17 and Treg cell populations in vitro.

*L*. *acidophilus* reduced the serum IL-6 and IL-17 levels and downregulated IL-17A expression, but upregulated CD25, Foxp3, and TGF-β expression in a murine model of allergy [62]. Also, *L*. *acidophilus* leads to the Treg-Th17 cell balance by inhibiting Th17 cells and promoting Treg cells in ovariectomized mice [63]. We used *L*. *acidophilus* because of its immunoregulatory activity, as confirmed in this study by its in vivo and in vitro immunoregulatory effects on Th17 and Treg cells in a GvHD model. Indeed, the combination treatment improved the clinical scores of mice with GvHD. Moreover, the combination therapy reduces the Th1 and Th17 cell populations compared with vehicle after 4 weeks in vivo (Fig. 3b). In GvHD target tissues, such as skin and liver, the levels of proinflammatory cytokines were significantly decreased and that of an anti-inflammatory cytokine was significantly increased by the combination treatment (Fig. 4). Therefore, the combination treatment suppressed inflammation and pathogenic cell activity.

Taken together, the results show that treatment with *L*. *acidophilus* or FK506 exerted similar effects, which were of lesser magnitude than those of the combination treatment. In other words, *L. acidophilus* served as a supplement to low-dose FK506 in a GvHD model and showed synergistic effects in this study.

## Conclusions

In conclusion, improvement of immune imbalance by probiotics has therapeutic potential for GvHD. The addition of *L*. *acidophilus* to FK506 reduced inflammation and the severity of GvHD compared to FK506 alone in vivo and in vitro. We propose that the combination treatment of *L. acidophilus* with FK506 could prevent GvHD progression through effector T cell and Treg cell modulation, also *L*. *acidophilus* could reduce the side effects and maximize the therapeutic efficacy of FK506 in allo-HSCT patients.

## Data Availability

All datasets generated for this study are included in the article.

How the deposited data were processed for this re-analysis (not part of the article)

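The data are 12 RNA-seq libraries of mouse CD4+ T cells stimulated with anti-CD3 for 3 days, with 3 libraries for each of 4 groups (anti-CD3 alone, *L. acidophilus*, FK506 and the combination). Groups and replicate numbers were taken from the sample labels and checked against the paper. The labels number the libraries of each group 1 to 3, and neither they nor the paper's text say that same-numbered libraries share an animal or a batch, so the pairing rests on these numbers alone.

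The authors deposited one table of 45777 genes, named by NCBI gene identifier and symbol. The read counts in it were deposited as whole numbers per gene, without normalization. Low even counts were slightly more frequent than odd ones, so the counts can be rounded estimates rather than reads counted one by one. The FPKM values were deposited by the authors scaled to transcript length and to the library's number of fragments. The methods name a range migration algorithm and quantile normalization, which the deposited FPKM values do not show. The paper's text does not name the aligner, the counting tool or the genome build, so no coordinates are given. The 12 columns of TPM values were not used.

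Tests were run in R 4.3.3. Before the data were examined, limma on quantile-normalized log2(FPKM + 1) was set as the test, and edgeR's quasi-likelihood test in case the table held raw counts. As it did, edgeR 4.0.16 was used on the counts of the 23585 genes above 0 in at least 3 libraries, with TMM factors and 1 mean per group, and limma 3.58.1 on log2(FPKM + 1) became an alternative. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an at least 2-fold change. The departure of the combination from the sum of the single effects was called at an adjusted p under 0.05 without a fold cut-off. Standard errors are the log2 fold change divided by the square root of the F statistic. Genes with an at least 2-fold change were also counted without a test on quantile-normalized log2(FPKM + 1), with a pseudocount of 1. Levels of single genes are FPKM as mean ± SD of 3 libraries. With 3 libraries against 3, an exact two-sided permutation test of a single gene cannot go below p = 0.1. A fold against a group with no library above 3 counts was computed against 3 counts and is a lower bound.

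The tests were tried on simulated counts with 200 changed genes among 23446. edgeR recovered 199 of them for the combination against anti-CD3, with 8 other genes called, and 183 for the departure from the sum, with 8 other genes called. limma recovered 175, with 1 other gene called. The simulated changes all had the same size, lay only in the combination and spared genes with few counts. Every gene had the same spread, without a replicate effect, and limma was run on counts scaled by depth instead of FPKM. The data are less even, so these recoveries do not measure how well real changes were found.

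The genes named were fixed before the data were examined: the genes the paper's text names, the genes of Fig. 2c, a list of cytokines, lineage factors and cell markers, and the 5 largest rises and 5 largest falls in the combination against anti-CD3 among called genes whose groups do not overlap and whose mean FPKM is at least 1. Some genes of these lists are not reported here. Marker lists of B cells, myeloid cells, Treg cells, Th17 cells and naive T cells were written before the values of their genes were looked at. Each list's median change was set against 10000 random lists matched on mean expression.

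The alternatives set before the data were examined were the pseudocounts 0.1 and 0.01, other filters on low values, FPKM without quantile normalization or with median scaling, limma without a trend, the 6 libraries of the groups compared, the replicate number as a block, other thresholds, and each library left out in turn. Alternatives added after seeing the data were limma with the settings above, DESeq2 1.42.0, no TMM factors, edgeR's filter for low counts, replicate 1 alone, and replicates 2 and 3 alone. To look for settings near the paper's folds and counts, 60 combinations of replicates, normalization, filter and pseudocount were also compared with them after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The other experiments of the paper are not analysed here.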

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

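The tests of the B-cell, myeloid and Th17 marker lists, of gene length and of GC content were set before their results were seen. The comparison of the Th17 genes with the B-cell markers and the tests of scaling, of replicates 2 and 3 and of relabelled libraries were chosen after the results were seen.

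*Departure from the sum of the single effects.* The effect of *L. acidophilus* differed with and without FK506 in 1025 genes by a test of the difference itself (adjusted p under 0.05, edgeR), 318 above and 707 below the sum of the single effects on the log2 scale. Below the sum can mean a larger fall. Of the 455 that also changed in the combination against anti-CD3, 406 departed in the direction of that change, which the shared combination libraries favour. Of 100 relabellings of the libraries within replicate numbers, the real one included, 8 gave as many genes. In 5 of the 8, at least 9 of the 12 libraries were labelled along the FK506 contrast, so that the effect of FK506 itself entered the comparison, and the highest count was 6120. Among the 88 relabellings with fewer than 9 libraries along that contrast, 3 gave as many genes, the real one included, and 1 of the other 2 followed the *L. acidophilus* contrast. The relabellings were fitted without the replicate block. They carry effects of the treatments into the comparison and into its spread. They therefore leave an accidental grouping of the libraries open without supporting it. Without TMM factors 956 genes passed, but leaving them out moved the median departure of all genes by only 0.020, so this test cannot separate the pattern from scaling. Across genes, Spearman's rho of the departure was 0.0071 with gene length and 0.086 with GC content, over 84.1% and 84.8% of the genes. In the 5 comparisons of groups, rho with gene length ran from 0.146 to 0.223 and rho with GC content from -0.182 to -0.0151. With replicates 2 and 3 alone 462 genes passed, which cannot separate a difference of replicate 1 from the smaller number of libraries. The median departure of 18 B-cell markers was -0.67, at percentile 0.01 of the random lists, but 0 of the 18 passed on their own (6 at an unadjusted p under 0.05), so RNA from B cells may contribute but was not shown for any single marker. The median departure of the 10 myeloid markers was 1.01, at percentile 99.24, with 0 passing on their own (3 at an unadjusted p under 0.05), and RNA from myeloid cells was not tested further for this pattern. A biological interaction of the treatments is a hypothesis that these explanations leave open.

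*B-cell markers and H2-Ea-ps with FK506.* The B-cell gene *Ms4a1* and *H2-Ea-ps*, which is not specific to B cells, were above their level with anti-CD3 in the FK506 libraries. Their log2 fold changes were 4.02 (adjusted p = 9.02e-05, edgeR) and 4.17 (adjusted p = 0.000187, edgeR), and the paper does not discuss them. Of 18 other B-cell markers, 18 rose and 17 were called higher, with a median log2 fold change of 2.75, at percentile 100 of the random lists. Both genes (2 of 2) were higher at an adjusted p under 0.05 without TMM factors (edgeR). Leaving out the factors moved the median of all genes by 0.090, too little to undo such changes, so this test alone decides nothing. A scaling error would move all genes alike. The median of all genes was -0.0017 with the factors and 0.089 without them, against 2.75 for the 18 other markers, all of which rose. These values argue against scaling as the source of the rise of these markers. With replicates 2 and 3 alone 2 of 2 rose, so replicate 1 did not account for the pattern. RNA from B cells left in the FK506 cultures is a candidate explanation. The 10 myeloid markers rose with FK506 as well, by a median of 3.05, with 7 called higher. RNA from myeloid cells is therefore a candidate for *H2-Ea-ps* too. Whether FK506 changed the number of such cells was not measured, and a change within CD4+ T cells was not tested.

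*Myeloid genes in the combination.* Of the genes called higher in the combination than with anti-CD3, with a mean FPKM of at least 1 and no overlap between the libraries of the 2 groups, edgeR gave the highest log2 fold changes to *Pla2g7*, *Il12b*, *Clec4n*, *Ccl2* and *Ccl6*, which the paper does not discuss. They had at most 3 counts in any anti-CD3 library and were at least 218-fold, 198-fold, 168-fold, 63.0-fold and 369-fold higher in the combination, and *Lyz2* was at least 403-fold higher. These folds are lower bounds and do not rank the genes. Of 12 listed myeloid markers, 10 could be tested, and their median log2 fold change was 5.63, at percentile 100 of the random lists, with 9 called higher. With FK506 alone their median was 3.05. The 5 genes (5 of 5) were also higher at an adjusted p under 0.05 without TMM factors (edgeR). The median of all genes moved by only 0.20, so this test could not have come out otherwise. A scaling error would move all genes alike. The median of all genes was 0.023 with the factors and 0.23 without them, against 5.63 for the markers, all 10 of which rose. These values argue against scaling as the source of the rise of the markers. RNA from myeloid cells in the cultures is a candidate explanation, and the share of such cells was not measured. A myeloid programme induced in T cells was not tested.

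*Th17 genes in the combination.* The combination raised *Il17a* (log2 fold change 2.82, adjusted p = 0.0324, edgeR), *Il17f* (4.89, adjusted p = 0.00248, edgeR), *Rora* (3.91, adjusted p = 1.86e-05, edgeR), *Il23r* (4.65, adjusted p = 5.63e-05, edgeR) and *Ccr6* (5.81, adjusted p = 0.000139, edgeR) above anti-CD3. The text of the paper does not discuss these genes in the RNA-seq data. *Il17a* had 9 to 58 counts per anti-CD3 library and 139 to 557 per combination library. The 8 other Th17 genes rose by a median of 2.38 on the log2 scale, at percentile 100 of the random lists, which is in line with a wider rise of Th17 genes. All 5 genes were higher at an adjusted p under 0.05 without TMM factors (edgeR), a test that could not have come out otherwise, as for the myeloid genes. The median of all genes was 0.023 with the factors, against 2.38 for the 8 other Th17 genes, all of which rose. These values argue against scaling as the source of the rise of these 8 genes. With replicates 2 and 3 alone, 5 of the 5 genes rose. In the direction of the B-cell markers, 0 of the 5 genes changed between the combination and FK506. The 18 B-cell markers had a median change of 1.79 in the combination over anti-CD3, at percentile 100, with 12 called higher, but from FK506 to the combination they changed by a median of -0.97, with 9 called lower, while of the 5 genes only *Rora* and *Il23r* were higher at an adjusted p under 0.05 (edgeR). As the 5 genes were picked for their rise in the combination, their values cannot separate the pattern from RNA from B cells. The 8 other Th17 genes changed from FK506 to the combination by a median of 1.09, at percentile 100. Of these 8, 7 rose, 2 were called higher and 0 lower. As the B-cell markers fell there, this argues against RNA from B cells as the source of that further rise. With FK506 alone, where the B-cell markers rose, the 8 genes changed by a median of 1.06, so a contribution there stays open. The myeloid markers rose as well. Across genes, Spearman's rho of the change in this comparison was 0.201 with gene length and -0.114 with GC content. A rise within CD4+ T cells remains a hypothesis.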

How the results depend on the processing

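The alternatives added after seeing the data were limma on quantile-normalized log2(FPKM + 1), DESeq2, no TMM factors, filterByExpr, replicate 1 alone (also with the pseudocount 0.01), and replicates 2 and 3 alone. Settings that concern FPKM were run with limma, so they change the test as well as the setting. The causes of the changes below were not tested.

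With limma on quantile-normalized log2(FPKM + 1), 2259 genes changed between the combination and anti-CD3, 15 with *L. acidophilus*, 949 with FK506, 677 between the combination and FK506, 1581 between the combination and *L. acidophilus*, and 1786 departed from the sum of the single effects. In the same order, limma without quantile normalization gave 2318, 11, 967, 647, 1618 and 1675 genes, and limma without a trend gave 2249, 12, 938, 666, 1570 and 1856. Limma with median scaling gave 2424, 22, 1035, 677 and 1686 genes for the 5 comparisons. With the pseudocount 0.1, limma called 81 genes for *L. acidophilus* and 1560 for the departure from the sum, and with 0.01 it called 87 for *L. acidophilus*. A mean FPKM of at least 1 left 2906 genes for the combination against anti-CD3, 1390 for FK506, 955 for the combination against FK506 and 2046 against *L. acidophilus*. Without the fold cut-off these counts were 10209, 4483, 4508 and 7930. At an unadjusted p under 0.05 and at least 2-fold, 1241 genes passed for *L. acidophilus* and 2908 for the combination against FK506.

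The count for *L. acidophilus* against anti-CD3, 44 genes, also became 83 with no filter, 85 with genes above 0 in all 12 libraries, 84 with filterByExpr, 398 with DESeq2, 69 with the replicate block, 3 with replicates 2 and 3 alone, and 0 with only the 6 libraries of the 2 groups, where 2676 genes had an unadjusted p under 0.05. The departure from the sum, 1025 genes, became 2176 with DESeq2, 1578 with the replicate block and 462 with replicates 2 and 3 alone. The block gave 5639 genes for the combination against anti-CD3, of which 5422 were among the 5797.

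The number of genes with an at least 2-fold change by FPKM depended on the pseudocount. For the combination against anti-CD3, *L. acidophilus*, FK506, the combination against FK506 and against *L. acidophilus*, it was 2309, 91, 1022, 731 and 1628 with the pseudocount 1, then 5004, 640, 2605, 2152 and 3828 with 0.1, and 8411, 2935, 5430, 4854 and 6885 with 0.01. The ratio of mean FPKM on the linear scale gave 8095, 3231, 5436, 5274 and 6867. Replicate 1 alone with the pseudocount 0.01 gave 9059, 5067, 6682, 5904 and 7457, and with the pseudocount 1 it gave 342 genes for *L. acidophilus*.

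Leaving out 1 library at a time gave from 4766 to 5800 genes for the combination against anti-CD3, from 1 to 164 for *L. acidophilus*, from 1664 to 2544 for FK506, from 978 to 1905 for the combination against FK506, from 3215 to 4039 against *L. acidophilus*, and from 331 to 1455 for the departure from the sum. For the counts by FPKM the ranges were 2076 to 2502, 85 to 158, 918 to 1192, 596 to 906 and 1546 to 1807.

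The split of higher and lower genes moved with some settings. For the combination against anti-CD3, 56.2% of the called genes were higher with TMM factors, 68.5% without them (3967 higher, 1827 lower) and 41.5% with limma and median scaling (1007 higher, 1417 lower). The median change of all genes was 0.23 without TMM factors and -0.17 with median scaling in this comparison, 0.12 and 0.13 without TMM factors for the combination against FK506 and against *L. acidophilus*, and -0.13 and -0.14 with median scaling for FK506 against anti-CD3 and the combination against *L. acidophilus*. Among genes departing from the sum, 31.0% were above it and 34.5% without TMM factors (330 above, 626 below), against 49.0% with limma (875 above, 911 below), 51.7% without quantile normalization (866 above, 809 below), 51.9% with median scaling (766 above, 710 below) and 44.9% with DESeq2 (976 above, 1200 below). For the combination against FK506, 51.6% were higher, against 61.4% without TMM factors, 46.2% with limma and median scaling and 42.8% without the fold cut-off, and for the combination against *L. acidophilus*, 59.9%, against 68.7%, 50.1% and 49.4% in the same order. For *L. acidophilus*, 84.1% of the 44 genes were higher and 86.3% without TMM factors (44 higher, 7 lower), against 61.3% with DESeq2 (244 higher, 154 lower), 36.4% with limma and median scaling (8 higher, 14 lower) and 45.5% with limma without quantile normalization (5 higher, 6 lower). Limma and DESeq2 change the test as well as the scaling. By FPKM, 52.3% of the genes with an at least 2-fold change between the combination and anti-CD3 were higher (1207 of 2309), against 41.7% with median scaling (1021 higher, 1425 lower). Without quantile normalization, 1452 were higher and 912 lower among genes above 0 in any library, and limma called 61.5% higher.

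The change of 3 genes changed sign. The fall of *Il10* in the combination against anti-CD3 rested on replicate 1 and became a change of 0.13 with replicates 2 and 3. Near 0, for *L. acidophilus* against anti-CD3, *Tbx21* was at 0.0046 with limma at the pseudocount 1, with or without a trend, and at 0.0049 with the pseudocounts 0.1 and 0.01, and ran from -0.28 to 0.076 with single libraries left out. *Lpin3* in that comparison was at 0.018 with limma, with or without a trend, 0.036 with the pseudocount 0.1, 0.040 with 0.01, 0.036 without quantile normalization, 0.032 without TMM factors and 0.012 with replicates 2 and 3. Of 2531 values of single genes under the alternatives, 109 changed their side of the threshold in the same direction, 49 weaker and 60 stronger.

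Only the real split gave as many changed genes in each of the 5 comparisons of groups (1 of the 10 splits of the 6 libraries, and 1 of the 4 that part all same-numbered libraries). The other splits gave at most 1 gene, and 10 splits cannot give a share under 0.1. They mix libraries of both groups, so a difference between the groups enters their spread and leaves few genes to call. The splits therefore cannot decide whether the libraries grouped by accident. Depth limits the genes with few counts, among them *Mapk13*, *Il17d* and *Osmr*, whose folds are lower bounds or vary with the library left out.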

Differences from the paper's values

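By fold change alone on quantile-normalized log2(FPKM + 1), 2309 genes differed at least 2-fold between the combination and anti-CD3, against 6507 in the paper's text. Of the alternatives set before the data were examined, the pseudocount 0.1 (5004 genes), the pseudocount 0.01 (8411) and the ratio of mean FPKM on the linear scale (8095) came within 1.5 times the paper's value, and the others did not. edgeR's test, with 5797 genes, was within 1.5 times of it as well. At an unadjusted p under 0.05 and at least 2-fold, edgeR gave 6673 genes. Replicate 1 alone with the pseudocount 0.01 gave 9059 genes, a setting chosen after seeing the values. Limited to genes present in every library, with quantile normalization, it gave 5931, and replicate 2 alone gave 6627. These settings were also compared after the fact, and the count does not single out replicate 1.

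The other comparisons of Fig. 2b differed too, the paper's values being read by eye. For *L. acidophilus* against anti-CD3, 91 genes differed at least 2-fold and 44 were called by edgeR, against the paper's about 3700 in Fig. 2b. The count by FPKM reached it with the pseudocount 0.01 (2935) and with the ratio of mean FPKM (3231), and none of the alternatives for edgeR's count did. For FK506 against anti-CD3 the values were 1022 and 2491, against about 4800 in Fig. 2b. The count by FPKM reached it with the pseudocount 0.01 (5430) and the ratio of mean FPKM (5436), and edgeR's count at an unadjusted p under 0.05 and at least 2-fold (3643) or without the fold cut-off (4483). For the combination against FK506 the values were 731 and 1754, against about 4400 in Fig. 2b, reached by the pseudocount 0.01 (4854), the ratio of mean FPKM (5274) and edgeR's count without the fold cut-off (4508). For the combination against *L. acidophilus*, 1628 genes differed by FPKM, against about 5500 in Fig. 2b, reached by the pseudocount 0.1 (3828), the pseudocount 0.01 (6885) and the ratio of mean FPKM (6867), and edgeR's 3910 genes were within 1.5 times of it. Replicate 1 alone with the pseudocount 0.01, chosen after seeing the values, came within 1.5 times of these 4 values with 5067, 6682, 5904 and 7457 genes.

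Of 35 folds read by eye from the graphs of Fig. 2c, 9 differed, by more than 1.5 times and by more than the SD over the replicates where it could be computed. *Foxp3* rose 2.48-fold with *L. acidophilus*, against about 5.9-fold in Fig. 2c, and none of the alternatives set before the data were examined closed the gap. With FK506 it rose 6.14-fold, against about 10-fold in Fig. 2c, and 7.37-fold without FK506 replicate 3, the only such alternative within the paper's value. *Ikzf2* rose 3.06-fold with *L. acidophilus*, against about 6.1-fold in Fig. 2c, and without *L. acidophilus* replicate 2 (3.84) or replicate 3 (3.77) it stayed more than 1.5 times below, by less than the SD over replicates. *Nrp1* rose 1.67-fold with *L. acidophilus*, against about 2.8-fold in Fig. 2c, and 2.09-fold without anti-CD3 replicate 3. With FK506 *Nrp1* rose 3.17-fold, against about 5.0-fold in Fig. 2c, and came within it without anti-CD3 replicate 3 (3.97), without FK506 replicate 3 (3.46) and without TMM factors (3.40), the last chosen after seeing the values. In the combination, *Lpin3* fell 2.12-fold, against about 3.3-fold in Fig. 2c, and with limma 2.26-fold at the pseudocount 0.1 and 2.70-fold at 0.01. *Il13* fell 116-fold, against about 190-fold in Fig. 2c, and came within 1.5 times of it without anti-CD3 replicate 3 (145), and within the SD over replicates without combination replicate 3 (126). *Slc26a10* fell 6.42-fold, against about 36-fold in Fig. 2c, and no alternative closed the gap. *Osmr* fell 9.87-fold, against about 1000-fold in Fig. 2c. Without combination replicate 3, and with replicate 1 alone, its combination libraries had 0 counts, so that its fall was at least 23.6-fold and 42.5-fold, lower bounds that do not exclude the paper's value. The other alternatives did not close this gap. With replicate 1 alone, a setting chosen after seeing the values, the rises of *Foxp3* (5.16 and 8.96), *Ikzf2* (5.93) and *Nrp1* (2.44 and 4.05) and the falls of *Lpin3* (2.27) and *Il13* (194) came within the paper's values.

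The paper states that *Mapk13* and *Slc26a10* were lower in the combination than with either single treatment. Against FK506, *Slc26a10* had a log2 fold change of -0.82 (adjusted p = 0.0699, edgeR; from 0.00976 to 0.287 over 27 alternatives). It passed the threshold in 5 of the 27, namely limma with the pseudocounts 0.1 and 0.01, the 6 libraries of the groups compared, and the fits without anti-CD3 replicate 1 or replicate 3. *Mapk13* was not detectably different (adjusted p = 0.158, edgeR; from 0.0952 to 1 over 25 alternatives), and none of these passed.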

Other observations

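The tests of the Treg and naive T-cell lists were set before their results were seen. The tests of replicate 1, of a mixed sample and of the strain were chosen after the results were seen.

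*Treg genes outside those of the paper.* Of 17 Treg genes that the paper does not name, 11 rose in the combination over anti-CD3, 9 were called higher and 1 lower, with a median log2 fold change of 1.04, at percentile 100 of the random lists. Naive T-cell genes (9 genes) rose by a median of 0.59, at percentile 99.19, with 4 called higher and 1 lower. Both a wider rise of Treg genes and less activated T cells are consistent with these values, and the tests do not separate them. RNA from other cells is a further candidate, given the myeloid and B-cell markers, and was not tested for the Treg genes.

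*Cytokine genes of the flow cytometry and ELISA experiments.* In the RNA-seq cultures, *Ifng* had a log2 fold change of 1.27 in the combination against anti-CD3 (adjusted p = 0.103, edgeR), with ratios of same-numbered libraries of 0.763, 3.70 and 3.37. *Il10* had a log2 fold change of -1.01 (adjusted p = 0.253, edgeR), with ratios of 0.183, 0.996 and 1.20.

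*The graphs of Fig. 2c and replicate 1.* After the values were seen, 60 combinations of settings were compared with the paper's folds, 12 for each of 5 sets of replicates. Replicate 1 alone was closest in 11 of the 12 combinations of normalization, filter and pseudocount. With quantile normalization, the pseudocount 1 and genes present in every library, the median size of its log2 difference from the paper's folds was 0.62, and over its 12 combinations the difference ran from 0.15 to 0.71. With all 3 replicates it ran from 0.52 to 1.05. The graphs may show replicate 1. The comparison was searched for after the fact, and the paper's text does not name the libraries behind the graphs.

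*Replicate 1 of L. acidophilus.* Genes that rise in the combination were nearer to it in *L. acidophilus* replicate 1 than in replicates 2 and 3: if the library were a mixture of anti-CD3 and combination cells, the share implied by 333 rising genes was 0.0728, against 0.0203 and 0.0060 in replicates 2 and 3 (332 genes each). The shares implied by 265 falling genes were 0.534, 0.522 and 0.194 in replicates 1, 2 and 3. The gap between the implied shares was 7.33-fold in replicate 1 and wider in replicates 2 and 3, so it does not tell whether replicate 1 was a mixed sample. No biological explanation was tested, since the labels give no condition that separates replicate 1.

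*Strain.* *H2-Ea-ps* had at least 589 counts in every library. The paper and the labels name different strains, and cells of a strain other than B6 might explain reads of this gene, but no library of a known strain was at hand to compare, so the 589 counts do not decide it.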
